# IL-6 promotes tumor growth through immune evasion but is dispensable for cachexia

**DOI:** 10.1038/s44319-024-00144-3

**Published:** 2024-04-26

**Authors:** Young-Yon Kwon, Sheng Hui

**Keywords:** Colon Carcinoma 26, Cancer Cachexia, IL-6, LIF, Tumor Immune Evasion, Cancer, Immunology

## Abstract

Various cytokines have been implicated in cancer cachexia. One such cytokine is IL-6, deemed as a key cachectic factor in mice inoculated with colon carcinoma 26 (C26) cells, a widely used cancer cachexia model. Here we tested the causal role of IL-6 in cancer cachexia by knocking out the *IL-6* gene in C26 cells. We found that the growth of IL-6 KO tumors was dramatically delayed. More strikingly, while IL-6 KO tumors eventually reached the similar size as wild-type tumors, cachexia still took place, despite no elevation in circulating IL-6. In addition, the knockout of leukemia inhibitory factor (LIF), another IL-6 family cytokine proposed as a cachectic factor in the model, also affected tumor growth but not cachexia. We further showed an increase in the infiltration of immune cell population in the IL-6 KO tumors compared with wild-type controls and the defective IL-6 KO tumor growth was rescued in immunodeficient mice while cachexia was not. Thus, IL-6 promotes tumor growth by facilitating immune evasion but is dispensable for cachexia.

## Synopsis

Depleting the cachectic factor IL-6 from tumors increases tumor immune infiltration and slows down tumor growth, but it does not prevent cachexia although circulating IL-6 is not elevated.

- IL-6 or LIF knock-out cachectic C26 (cxC26) tumors grow substantially slower.
- Mice bearing IL-6 or LIF knock-out cxC26 tumors still develop cachexia although circulating IL-6 or LIF are not elevated.
- IL-6 knock-out cxC26 tumors show increased infiltration of immune cells compared to WT cxC26 tumors.
- Knocking out IL-6 does not affect cxC26 tumor growth in immunodeficient mice.

## Abstract (web summary)

Depleting the cachectic factor IL-6 from tumors increases tumor immune infiltration and slows down tumor growth, but it does not prevent cachexia although circulating IL-6 is not elevated.

## Introduction

Cancer cachexia is a systemic wasting syndrome prevalent in cancer patients, contributing to physical disability, poor quality of life, and death (Law, 2022; Lim et al, 2020; Ni and Zhang, 2020; von Haehling et al, 2016). In search for mediators of cancer cachexia, researchers have proposed many cachectic factors over the years, with more than 20 of them listed in recent reviews (Baracos et al, 2018; Ferrer et al, 2023). Targeting these factors, however, has so far not yielded an effective treatment. While this lack of success in translation may arise from differences between preclinical models and humans, it is possible that the real biological roles of these factors have not been sufficiently established in preclinical models.

More than half of the proposed cachectic factors are cytokines (Baracos et al, 2018), including well-known examples such as TNF-α (Beutler and Cerami, 1986; Oliff et al, 1987; Spiegelman and Hotamisligil, 1993), IL-1 (Gelin et al, 1991; Moldawer et al, 1987), IFN-γ (Matthys et al, 1991a; Matthys et al, 1991b) and IL-6 (Matsumoto et al, 1999; Strassmann et al, 1992). Among these, IL-6 is one of the most frequently cited cachectic factors. Its cachectic role was initially proposed in the syngeneic tumor model of colon 26 carcinoma (C26) (Strassmann et al, 1992) and later implicated in various cancer models including genetically engineered mouse models such as the *Apc*^*Min/+*^ colorectal cancer model and pancreatic ductal adenocarcinoma model (Baltgalvis et al, 2008; Flint et al, 2016) and patient-derived tumor xenograft models such as the HT1080 fibrosarcoma model, TOV21G ovarian cancer model, and A2058 melanoma model (Bernardo et al, 2020; Pettersen et al, 2017; Pettersen et al, 2020). Given the prominent status of IL-6 in cancer cachexia research, here we aimed to closely examine its causal role in cancer cachexia. For this, we focused on the C26 model, where IL-6 was first proposed to be a cachectic factor (Matsumoto et al, 1999; Strassmann et al, 1992), and its cachectic role seems to be best established.

Existing evidence indicates that IL-6 is unlikely a sufficient factor for causing cachexia in the C26 model. Although circulating levels of IL-6 are dramatically increased in mice inoculated with cachectic C26 cells, similar levels of IL-6 have also been measured in mice inoculated with a non-cachectic subclone of C26 cells (Fujimoto-Ouchi et al, 1995; Soda et al, 1994), indicating that IL-6 alone cannot induce cachexia. Furthermore, infusion of IL-6 to healthy and non-cachectic C26 tumor-bearing mice failed to induce body weight loss (Soda et al, 1995; Yasumoto et al, 1995). Although IL-6 infusion to mice injected with CHO cells led to weight loss and muscle wasting, the circulating IL-6 levels (80–100 ng/ml) were several orders of magnitude higher than the typical levels (0.1–1 ng/ml) measured in cancer cachexia models (Bonetto et al, 2012), thereby preventing it from serving as strong evidence for IL-6’s sufficiency in causing cachexia.

Unlike sufficiency, the necessity of IL-6 in causing cachexia in the C26 model appears to be supported by clear evidence. First, studies have shown neutralizing circulating IL-6 with anti-IL-6 antibodies partially prevented body weight loss (Bindels et al, 2018; Strassmann et al, 1992; Yasumoto et al, 1995). Second, as the cancer cells are the main source of circulating IL-6 in the C26 model (Fujiki et al, 1997), inhibiting IL-6 expression in the C26 cells by short-hairpin RNA (shRNA) dramatically reduced circulating IL-6 levels and almost completely prevented body weight loss (Petruzzelli et al, 2014). Based on these results, researchers have deemed IL-6 necessary for causing cachexia in the C26 model. However, surprisingly, there has been no study that completely disrupts the IL-6 expression by the C26 tumor and determines its effect on the tumor and host. Unlike the antibody treatment and shRNA knockdown experiments described above, such an experiment would create a condition where IL-6 remains at basal levels, thus serving as a more rigorous test of whether IL-6 is necessary for causing cachexia.

In this study, we examined the necessity of IL-6 in cachexia in the C26 model by using CRISPR to knock out the *IL-6* gene in C26 cells and closely monitor tumor growth and body weight. We found that IL-6 KO significantly slowed tumor growth, and while the IL-6 KO tumor eventually grew in size, cachexia still took place, creating a situation where cachexia happens without elevated circulating IL-6. This result directly challenges the view of IL-6 being necessary for causing cachexia in the C26 model. We further demonstrated that IL-6 promotes tumor growth by repressing immune infiltration in tumors. Moreover, using similar approach, we found that leukemia inhibitory factor (LIF), the other proposed cachectic factor in the C26 model, is not necessary for causing cachexia in this model either.

## Results

### Confirmation of the correlation between elevated circulating IL-6 and cachectic phenotypes in the C26 model

To reveal the real role of IL-6 in cachexia in the C26 model, we first aimed to verify the observed strong correlation between circulating IL-6 levels and cachectic phenotypes in this model (Baltgalvis et al, 2008; Pettersen et al, 2017; Strassmann et al, 1992). For this, we employed a well-established cachectic C26 cell line (cxC26) (Bonetto et al, 2016), as well as a non-cachectic C26 cell line (ncxC26) as a control. In this model, cells are subcutaneously injected into syngeneic host CD2F1 mice. To control for differences in growth rates between the two cell lines, we injected half a million ncxC26 cells and one million cxC26 cells, due to faster growth of ncxC26 than cxC26 in the host. Within two weeks post-tumor implantation, mice bearing the cxC26 tumor lost more than 15% body weight, whereas mice bearing the ncxC26 tumor maintained body weight (Fig. 1A), despite similar tumor progression (Fig. 1B). Consistent with the observed body weight loss, lean and fat mass were decreased only in the cxC26 group (Fig. 1C,D). This reduction manifested in smaller white and brown adipose tissues, quadriceps, and heart (Fig. 1E). A decline in muscle function was also observed in the cxC26 group (Fig. 1F). Interestingly, the kidney size was slightly reduced, and the spleen size doubled in cxC26 tumor-bearing mice, whereas liver mass remained unchanged (Fig. 1E).

**Figure 1:**
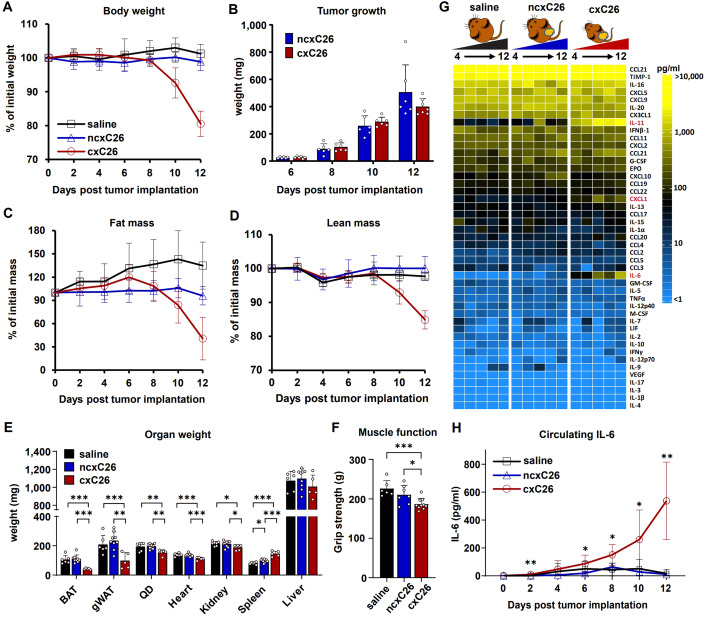
Elevation of circulating IL-6 in mice bearing the cachectic C26 (cxC26) tumor but not in those bearing the non-cachectic C26 (ncxC26) tumor. CD2F1 mice were injected with saline or inoculated with 1 × 10^6^ cxC26 or 0.5 × 10^6^ ncxC26 cells. (**A**) Body weight, (**B**) tumor mass, (**C**) fat mass, and (**D**) lean mass post-implantation. The fat mass and lean mass were measured using EchoMRI. (**E**) Mass of brown adipose tissue (BAT), gonadal white adipose tissue (gWAT), quadriceps (QD), heart, kidney, spleen, and liver on day 12 post-implantation. (**F**) Muscle function was evaluated using a grip strength meter. (**G**) Circulating cytokine profiles were measured for blood samples collected every other day from day 4 to day 12 post-implantation. The cytokine profiles were measured using the Luminex 44-cytokine panel. Cytokines highlighted in red are those with significantly altered levels in cxC26 compared to ncxC26 and saline (adjusted *p* value <0.01 by two-way ANOVA). (**H**) Circulating IL-6 concentration was measured using a Proquantum immunoassay. Data information: (**A**, **C**, **D**) *n* = 6 for saline, *n* = 11 for ncxC26, *n* = 12 for cxC26. (**B**) *n* = 6–7 for ncxC26 and cxC26. (**E**) *n* = 6 for saline, *n* = 9 for ncxC26, *n* = 5 for cxC26. (**F**) *n* = 6 for saline, *n* = 7 for ncxC26, *n* = 8 for cxC26. (**G**) *n* = 5–6 biologically independent animals per group and time point. (**H**) *n* = 7 per group. (**A**–**F**, **H**) are shown as the mean ± s.d. Significance of the differences: *P < 0.05, **P < 0.01, ***P < 0.001 between groups by one-way ANOVA (**E**, **F**) or two-way ANOVA (**H**). Source data are available online for this figure.

Having established the model and control, we next measured circulating levels of IL-6 and other cytokines using a 44-cytokine Luminex panel. The measurement was done for six plasma samples collected every other day along the disease progression. The results showed that the circulating level of IL-6 indeed increased over time in the cxC26 group, with significantly higher level already in day 4 and day 6, even proceeding the onset of body weight loss (Fig. 1G). Interestingly, among the only two other significantly elevated cytokines in the panel was IL-11 (Fig. 1G), another member of the IL-6 cytokine family. Note that both IL-6 and IL-11 were excessively released by cxC26 cells under a stress condition compared to ncxC26 cells (Fig. EV1), suggesting the tumor as an important source for them. To further confirm the elevation of IL-6 in the cxC26 group, we measured circulating IL-6 levels using a highly sensitive immunoassay and found that circulating IL-6 levels were even elevated within 2 days post-tumor implantation (Fig. 1H). Together, these results confirm a strong correlation between circulating IL-6 levels and cachexia in the C26 model.

**Figure EV1:**
Profiling of secretory cytokines from cxC26 and ncxC26 cells. (**A**) Levels of cytokines in conditioned media with or without lipopolysaccharide (LPS, 2 µg/ml) treatment for 24 h. The measurement was done using the Luminex 44-cytokines panel. Cytokines highlighted in red are those with significantly altered levels under LPS treatment between cxC26 and ncxC26 (adjusted *p* value <0.01 by Student’s *t*-test, *n* = 3 per group). (**B**) Comparison between significantly changed cytokines by cxC26 in in vivo (Fig. 1G) and in vitro.

### Knockout of *IL-6* in the C26 cells delays the progress of cachexia only because it inhibits tumor growth

Next, we aimed to investigate the causality of circulating IL-6 in cancer cachexia. To test whether blocking IL-6 secretion by cachectic tumor prevents body weight loss, we constructed *IL-6* knockout using CRISPR/Cas9 in the cxC26 cells. We first obtained a cxC26 IL-6 knockout pool (IL-6 KOp), which reduced 86% of the secretion of IL-6 in cell culture (Fig. EV2A). To further validate the knockout, we treated our cells with lipopolysaccharide (LPS), which has been shown to induce IL-6 secretion in multiple cell lines (Liu et al, 2017b; Liu et al, 2018; Matsukawa et al, 2021; Xiao et al, 2018). LPS exposure dramatically induced IL-6 secretion in the cxC26 cells, and the induction was diminished by 95% in the IL-6 KOp cells (Fig. EV2A). Inoculated with the IL-6 KOp cells, mice showed a ~2-week delay in body weight loss, consistent with a previous study (Petruzzelli et al, 2014) (Fig. EV2B). Surprisingly, however, the growth of the IL-6 KOp tumor was substantially slower than that of the wild-type cxC26 tumor (Fig. EV2C). In fact, the IL-6 KOp tumors were barely detectable at the stage when the wild-type cxC26 tumors had already caused body weight loss (Fig. EV2C). As this growth defect was not observed in vitro (Fig. EV2D), these results indicate an important role of IL-6 in tumor growth in vivo, raising doubts about its role in cachexia.

**Figure EV2:**
Characterization of cxC26 IL-6 KO pool (IL6KOp). (**A**) Levels of IL-6 in conditioned media of cxC26 scr (CRISPR/Cas9 scrambled gRNA control) and cxC26 IL-6 KOp with or without LPS (2 µg/ml) treatment for 24 h. (**B**) Body weight. (**C**) Tumor growth. CD2F1 mice were inoculated with 1 × 10^6^ cxC26, cxC26 scr, or cxC26 IL-6 KOp cells. (**D**) Growth curves of cxC26, cxC26 scr, and cxC26 IL-6 KOp cells in in vitro. *n* = 3 per group. Data information: (**A**, **B**) *n* = 4 for per group. (**C**) *n* = 8 for cxC26 scr, *n* = 4 for cxC26 IL6KOp (**D**) *n* = 3 for per group. All data (**A**–**D**) are shown as the mean ± s.d. Significance of the differences: *P < 0.05, **P < 0.01, ***P < 0.001 between groups by one-way ANOVA. ns not significant.

To further examine the role of IL-6 in cachexia, we completely disrupted IL-6 secretion by the cxC26 tumor by isolating the two subclones (s1 and s2) of cxC26 IL-6 KO cells (Fig. 2A). Consistent with the IL-6 KOp, IL-6 KO s1 showed severe growth defect. With the injection of one million IL-6 KO s1 cells, the tumor grew slowly in the first week, and then shrunk and disappeared one month post-injection. We then injected ten million cxC26 IL-6 KO s1 cells and after a slow initiation period, the tumor started to grow after 3 weeks (Fig. 2B). Remarkably, with similar tumor size at the endpoint, the cxC26 IL-6 KO s1 tumor caused similar body weight, lean and fat mass loss, muscle mass loss, and muscle function impairment as observed with the wild-type cxC26 tumor (Fig. 2C–K). This is striking because at the endpoint when cachexia occurred, there was no elevation of circulating IL-6 levels in the cxC26 IL-6 KO s1 group compared to the non-tumor group (Fig. 2L), pointing to factors other than IL-6 as mediators of cachexia here. We observed similar outcomes using the cxC26 IL-6 KO s2 cell line (Appendix Fig. S1).

**Figure 2:**
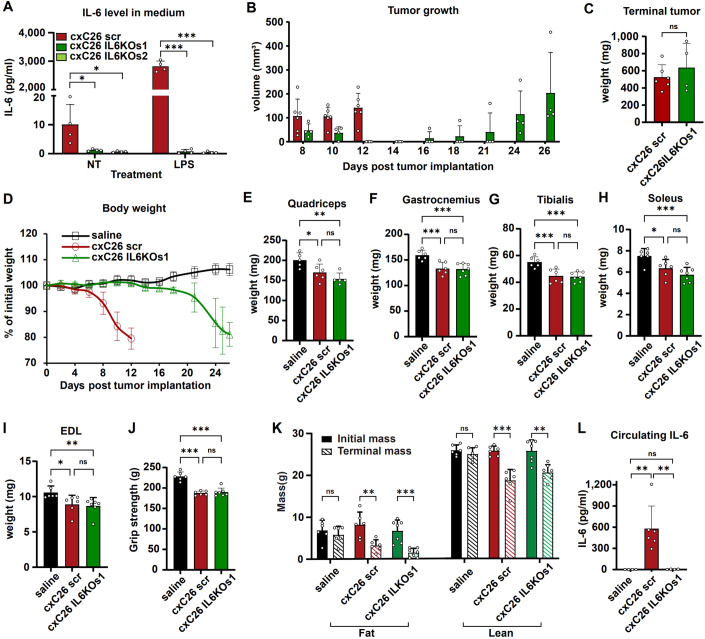
Disruption of the *IL-6* gene in cachectic C26 cells delays tumor growth, but still leads to body weight loss without elevated circulating IL-6. (**A**) IL-6 levels in conditioned media of cxC26 scr (CRISPR/Cas9 scrambled gRNA control) and cxC26 IL-6 KO subclones 1 (s1) and 2 (s2) with or without lipopolysaccharide (LPS, 2 µg/ml) treatment for 24 h. (**B**–**L**) CD2F1 mice were injected with saline, or inoculated with 1 × 10^6^ cxC26 scr or 1 × 10^7^ cxC26 IL-6 KO s1 cells. (**B**) Tumor growth. (**C**) Tumor weight at the terminal time point. (**D**) Body weight. Mass of (**E**) Quadriceps, (**F**) Gastrocnemius, (**G**) Tibialis anterior, (**H**) Soleus, and (**I**) Extensor digitorum longus (EDL) at the terminal time point. (**J**) Grip strength at the terminal time point. (**K**) Fat and lean mass measured with EchoMRI before tumor implantation and at the terminal time point. (**L**) circulating IL-6 concentration at the terminal time point. Data information: (**A**) *n* = 4 per group. (**B**–**D**, **L**) *n* = 4 for saline and for cxC26 IL-6 KO s1, *n* = 6 for cxC26. (**E**) *n* = 5 for saline and cxC26 IL-6 KO s1, *n* = 6 for cxC26. (**E**) *n* = 5 for saline and cxC26 IL-6 KO s1, *n* = 6 for cxC26. (**F**–**K**) *n* = 6 for saline, *n* = 6 for cxC26, and *n* = 7 for cxC26 IL-6 KO s1. All data (**A**–**L**) are shown as the mean ± s.d. Significance of the differences: *P < 0.05, **P < 0.01, ***P < 0.001 between groups by one-way ANOVA. ns not significant. Source data are available online for this figure.

To examine the applicability of these findings in the Balb/c mouse, from which the original C26 cells were derived, we implanted Balb/c mice with one and ten million of cxC26 and cxC26 IL-6 KO s1 cells, respectively. Consistent with our results in the CD2F1 mice, the cxC26 IL-6 KO s1 cells exhibited slower tumor growth and bodyweight loss without an elevation of circulating IL-6 (Appendix Fig. S2). Altogether, these results demonstrate that IL-6 is not necessary for causing cachexia in the C26 model. Instead, the observed prevention of body weight loss upon IL-6 inhibition is simply due to impaired tumor growth in the absence of IL-6.

### Knockout of *LIF* or *IL-11*, another two IL-6 family cytokines, also inhibits tumor growth

Recent studies have implicated LIF as another cachectic factor in the C26 model, based on the key observation that disrupting *LIF* in tumors prevents body weight loss (Arora et al, 2018; Kandarian et al, 2018). Although we did not detect elevated levels of LIF through the cytokine Luminex panel in our C26 model, potentially due to the very low concentration of circulating LIF (Fig. 1G), we observed a significantly higher secretion of LIF in cxC26 cells compared to ncxC26 cells (Fig. EV1). To assess the causal role of LIF in cachexia in the C26 model, we monitored body weight and tumor growth using an additional cachectic C26 cell line (referred to as C26nci, as it was originally obtained from the National Cancer Institute) and its LIF KO subclone. A previous study utilized the C26nci cell line and its LIF KO line to demonstrate the cachectic effect of LIF (Kandarian et al, 2018). Consistent with that study, the body weight of the C26nci LIF KO group did not significantly drop, whereas the C26nci group showed a ~20% body weight loss by week 3. However, while monitored for two more weeks, mice bearing the C26nci LIF KO tumor showed clear body weight loss and muscle wasting, to the same extent as the C26nci group at the endpoint (Fig. 3A,B). Tumor growth data showed that the disruption of *LIF* inhibited tumor growth (Fig. 3C), similar to the effect observed with the *IL-6* disruption. Importantly, the levels of circulating LIF or IL-6 were not elevated in cachectic mice bearing the C26nci LIF KO tumors (Fig. 3D,E). To test whether these results hold for the cxC26 cell line, we constructed a CRISPR pool KO of *LIF* in the cxC26 cells. We observed delayed body weight loss and slowed tumor growth in mice injected with the cxC26 LIF KOp cells (Appendix Fig. S3). Thus, similar to IL-6, LIF appears to mediate cachexia via its effect on tumor growth, and is not necessary for causing cachexia in the C26 model. Moreover, the observation of cachexia without elevated IL-6 levels using another C26 cell line provides further support to our conclusion that IL-6 is not necessary for causing cachexia in the C26 model.

**Figure 3:**
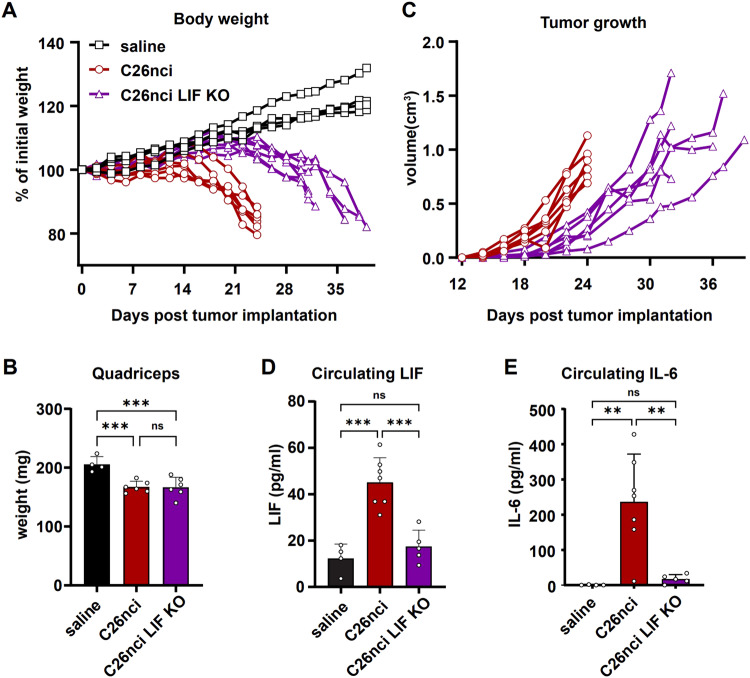
Disruption of the *LIF* gene in cachectic C26 cells delays tumor growth, but still leads to body weight loss without elevation of circulating LIF or IL-6. CD2F1 mice were injected with saline or inoculated with 1 X 10^6^ C26nci or C26nci LIF KO cells. (**A**) Body weight. (**B**) Mass of quadriceps at the terminal time point. (**C**) Tumor growth. (**D**) Concentration of circulating LIF. (**E**) Concentration of circulating IL-6. Data information: (**A**–**C**) *n* = 4 for saline, *n* = 6 for C26nci and C26nci LIF KO. (**D**, **E**) *n* = 4 for saline, *n* = 7 for C26nci, *n* = 5 for C26nci LIF KO. (**B**, **D**, **E**) are shown as the mean ± s.d. Significance of the differences: **P < 0.01, ***P < 0.001 between groups by one-way ANOVA. ns not significant. Source data are available online for this figure.

Together with IL-6, circulating IL-11 was revealed by our cytokine data as another cytokine whose level increased over time in the cxC26 group (Fig. 1G). The higher expression of IL-11 was observed in the Lewis lung carcinoma model (Barton and Murphy, 2001), but its role in cancer cachexia was not studied. To investigate the role of IL-11 in the C26 model, we disrupted more than 80% of IL-11 secretion in cxC26 cells using CRISPR/Cas9 (Fig. EV3A). Interestingly, similar to our observations with the IL-6 KO and LIF KO, the ablation of *IL-11* resulted in slowed tumor growth and delayed progression of cachexia (Fig. EV3B–D). Thus, tumor-derived IL-11 is unlikely a cachectic factor in the C26 model.

**Figure EV3:**
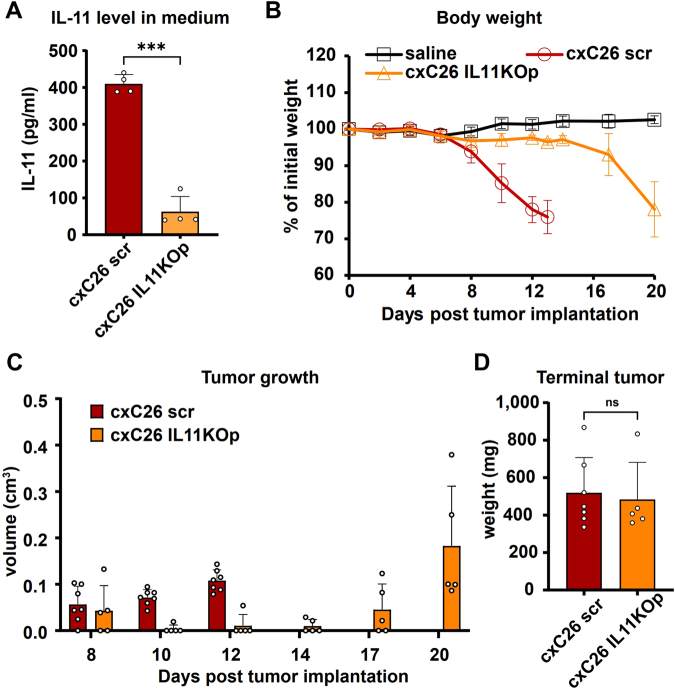
Characterization of *IL-11* knockout in cxC26 cells. (**A**) Levels of IL-11 in conditioned media of cxC26 scr and cxC26 IL-11 knockout pool (KOp). (**B**) Body weight. (**C**) Tumor growth. (**D**) Tumor mass at the terminal time point. CD2F1 mice were injected with saline or inoculated with 1 × 10^6^ cxC26 scr or cxC26 IL-11 KOp cells. Data information: All data (**A**–**D**) are shown as the mean ± s.d. Significance of the differences: ***P < 0.001 between groups by Student’s *t*-test. ns not significant. *n* = 5 for saline, *n* = 7 for cxC26 scr, *n* = 5 for cxC26 IL-11 KOp.

### Lack of elevation of LIF and IL-11 in mice bearing the cxC26 IL-6 KO s1 tumor

Our knockouts of IL-6, LIF, and IL-11 were single-gene knockouts. It is possible that when one of them is knocked out, the levels of other factors go up in a compensatory fashion to maintain cachexia. To test this, we measured 44 circulating cytokines in the cxC26 scr and cxC26 IL-6 KO s1 tumor-bearing mice when they developed cachexia. The result shows that there was no significant elevation of the measured circulating cytokines in cxC26 IL-6 KO tumor-bearing mice compared to cxC26 scr tumor-bearing mice (Fig. EV4A), indicating a lack of compensatory effects by LIF, IL-11, or any other cytokines in the panel. Consistent with Fig. 2, the cytokine panel measurement further confirmed the lack of elevated circulating IL-6 in cachectic cxC26 IL-6 KO s1 tumor-bearing mice when compared to the saline group (Fig. EV4B). Interestingly, compared to the saline group, neither circulating IL-11 (Fig. EV4C) nor LIF (Fig. EV4D) was elevated in the cxC26 IL-6 KO s1 tumor-bearing mice. The situation of cachexia taking place without elevation of any of the three factors further supports that none of them is necessary for causing cachexia in this model.

**Figure EV4:**
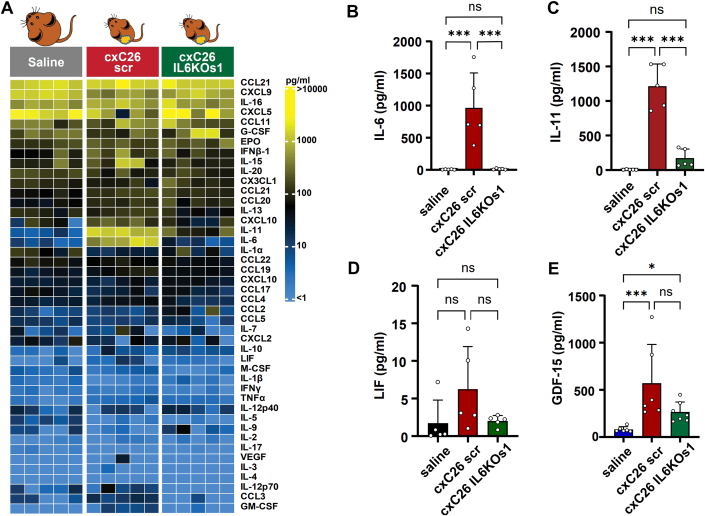
Circulating cytokine profile in mice bearing the cxC26 IL-6 KO tumor. CD2F1 mice were injected with saline or inoculated with 1 × 10^6^ cxC26 scr or 1 × 10^7^ cxC26 IL-6 KO s1 cells. (**A**) Heatmap for circulating cytokine levels and concentration of circulating (**B**) IL-6, (**C**) IL-11, and (**D**) LIF at the terminal time point. (**E**) Circulating GDF-15 concentration at the terminal time point. Data information: (**A**–**D**) *n* = 5 per group. (**E**) *n* = 6 for saline and cxC26 scr, *n* = 7 for cxC26 IL-6 KO s1. (**B**–**E**) are shown as the mean ± s.d. Significance of the differences: *P < 0.05, ***P < 0.001 between groups by one-way ANOVA. ns not significant.

In contrast to IL-6, LIF, and IL-11, another proposed cachectic factor, GDF-15 (Kim-Muller et al, 2023; Lerner et al, 2016a; Lerner et al, 2016b), was significantly higher in both cxC26 scr and cxC26 IL-6 KO s1 tumor-bearing mice compared to the saline group (Fig. EV4E), consistent with a role for GDF-15 in cachexia.

Notably, all three cytokines IL-6, LIF, and IL-11 are members of the IL-6 family cytokines, which share a four-helix bundle structure linked by loops and bind to a shared signal-transducing receptor containing the gp130 subunit (Gearing et al, 1992; Rose-John, 2018). Our results indicate their important role in the growth of the cxC26 tumor.

### IL-6 regulates tumor growth via its effects on the host immune system

We next focused on IL-6 and aimed to elucidate its role in tumor growth. IL-6 family cytokines can have autocrine functions, and it is possible that IL-6 directly regulates the tumor growth. For example, IL-6 can act on the JAK/STAT3 pathway, which is aberrantly hyperactivated in various types of tumors, and contribute to tumor growth (Algate et al, 1994; Johnson et al, 2018; Metcalfe et al, 2020; Sreenivasan et al, 2020). To test whether the slowed growth of the IL-6 KO tumors results from disruption of the IL-6 autocrine functions, we disrupted the IL-6 receptor α (*IL-6Rα*) in the cxC26 cells. In contrast to the cxC26 IL-6 KO tumor, the cxC26 IL-6R*α* KOp tumor did not show any difference in tumor growth or body weight loss (Appendix Fig. S4). Thus, the slowed tumor growth of the cxC26 IL-6 KO tumor is independent of the IL-6 autocrine functions.

As described earlier, the injection of one million cxC26 IL-6 KO s1 cells did not lead to tumor growth, and the injection of ten million cxC26 IL-6 KO s1 cells led to a prolonged initiation period before commencing growth (Fig. 2B). These phenomena suggest an active immune response targeting the cancer cells, allowing only a sufficiently large initial population of cancer cells to escape the attack. As it is known that tumors secrete various cytokines to regulate the tumor microenvironment (Baracos et al, 2018), we hypothesized that the cxC26 cells release IL-6 to suppress the host immune response for faster growth. To test this hypothesis, we injected one million of the cxC26 cells and the cxC26 IL-6 KO s1 cells into immunodeficient NOD-SCID mice. Strikingly, the cxC26 IL-6 KO s1 tumors did not show any growth defect compared to the wild-type cxC26 tumor, in contrast to its growth on immunocompetent mice (Fig. 4A,B). Thus, cxC26-derived IL-6 promotes tumor growth by suppressing the host immune response.

**Figure 4:**
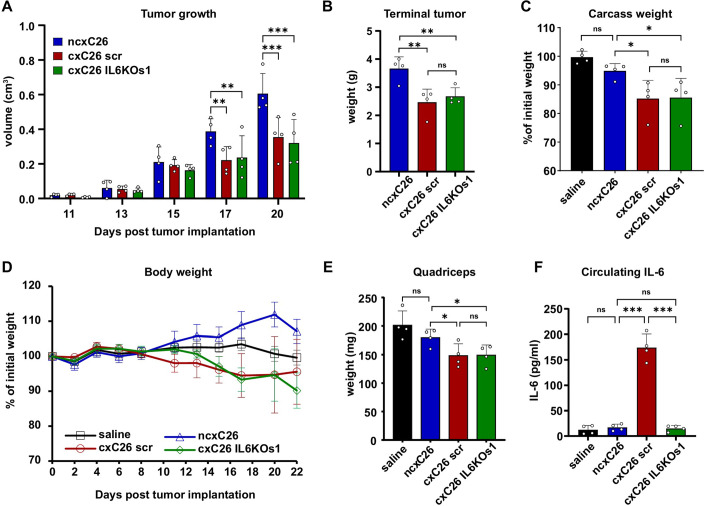
Deficiency of the host immune system rescues the growth of cxC26 IL-6 KO tumor. NOD-SCID mice were inoculated with 1 × 10^6^ ncxC26, cxC26 scr, or cxC26 IL-6 KO cells. All groups were euthanized simultaneously on day 22. (**A**) Tumor growth. (**B**) Terminal tumor weight. (**C**) Carcass weight at the terminal time point, normalized by the initial body weight. (**D**) Body weight. (**E**) Mass of quadriceps, and (**F**) concentration of circulating IL-6 at the terminal time point. Data information: All data (**A**–**F**) are shown as the mean ± s.d. and *n* = 4 per group. Significance of the differences (**A**–**C**, **E**, **F**): *P < 0.05, **P < 0.01, ***P < 0.001 between groups by one-way ANOVA. ns not significant. Source data are available online for this figure.

Notably, consistent with a previous study (Yasumoto et al, 1995), cachexia developed in the NOD-SCID mice bearing the cxC26 tumor (Fig. 4C–E), suggesting that lymphocytes are not mediators of cachexia. Importantly, cachexia still took place in NOD-SCID mice bearing cxC26 IL-6 KO s1 tumors, despite the absence of elevated circulating IL-6 (Fig. 4F), further supporting that IL-6 is not necessary for causing cachexia in this model.

### Cachectic tumor-derived IL-6 suppresses the infiltration of host immune cells

To further probe the interactions between tumor-derived IL-6 and the host immune response, we evaluated the infiltration of immune cells to the tumor. Using flow cytometry, we quantified various immune cell types with the tumor at two phases: an early phase of tumor growth (day 8) when the cxC26 tumor and the cxC26 IL-6 KO s1 tumor had similar size, and the terminal phase (day 13 for cxC26 and day 30 for cxC26 IL-6 KO s1) when both groups developed the cachexia (Appendix Fig. S5). Strikingly, in the early phase of tumor growth, leukocytes (CD45+) constituted 70% of all cells in the cxC26 IL-6 KO s1 tumor, 3.7-fold more abundant than that in the wild-type cxC26 tumor (Fig. 5). Furthermore, the results revealed a general increase in the infiltration of individual immune cell types within the cxC26 IL-6 KO s1 tumor at the early phase of tumor growth, including B lymphocytes (CD45+/CD19+/CD11b−), macrophages (CD45+/CD11b+/F4/80+/Ly6G−), neutrophils (CD45+/CD11b+/F4/80−/Ly6G+), CD4 + T-lymphocytes (CD45+/CD3+/CD4+/CD8−) and CD8 + T-lymphocytes (CD45+/CD3+/CD4−/CD8+) (Fig. 5). Thus, the cxC26 tumor releases IL-6 to suppress the host immune response by inhibiting the recruitment of cancer-killing immune cells in the tumor.

**Figure 5:**
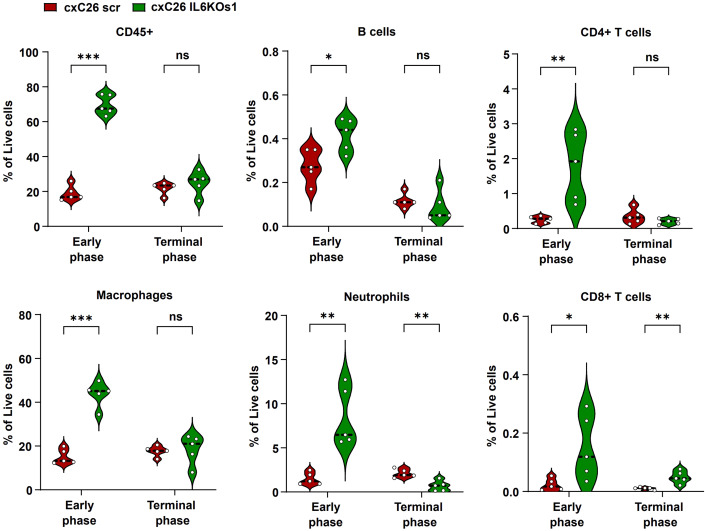
Infiltration of host immune cells into cxC26 and cxC26 IL-6 KO tumors. Mice were inoculated with 1 × 10^6^ cxC26 scr or 1 × 10^7^ cxC26 IL-6 KO s1 cells. The tumor-bearing mice were euthanized at the early phase (day 8 for all groups) when they had similar tumor size, and at the terminal phase (day 13 for cxC26 and day 30 for cxC26 IL-6 KO s1) when they developed cachexia. The tumors were dissociated into single-cell suspensions and stained with surface markers. All data were presented as percent of total live cells (7-AAD negative cells). The proportion of CD45+ cells, B cells (CD45+/CD19+/CD11b−), CD4+T-cells (CD45+/CD3+/CD4+/CD8−), CD8+T-cells (CD45+/CD3+/CD4−/CD8+), macrophages (CD45+/CD11b+/F4/80+/Ly6G−), and neutrophils (CD45+/CD11b+/F4/80−/Ly6G+) were enumerated using flow cytometry. Statistical significance (*t*-test) between groups: *P < 0.05, **P < 0.01, ***P < 0.001. ns not significant. *n* = 5 per group. Source data are available online for this figure.

The immune role of IL-6 was also evident in the RNA-seq data of the cxC26 IL-6 KO s1 tumor. 

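The tumors sequenced were subcutaneous C26 colon carcinomas grown in mice, either from cxC26 scr cells, the cachectic line carrying a scrambled guide RNA, or from cxC26 IL-6 KO s1 cells, a single subclone in which the gene for IL-6 had been disrupted by CRISPR/Cas9. There were 4 tumors in each group. By the paper's general rule mice were euthanized after a body weight loss of more than 15%, and the paper's text does not name the day on which the sequenced tumors were collected. It also does not name the number of cells injected for them. In its flow cytometry experiment more IL-6 KO s1 cells than cxC26 scr cells were injected, and their tumors reached the terminal phase later. Differences between the groups may therefore reflect cell number or tumor age as well as IL-6. The authors trimmed the paired reads of 150 bp with Trimmomatic, aligned them to the mouse genome mm10 with Hisat2, counted them on genes with featureCounts and normalized them with limma-voom. The deposited values are log2 CPM, which are read counts scaled to library size, for 27179 genes, without a filter on low expression. In limma-voom each value is the log2 of the read count plus 0.5, over the effective library size plus 1, so a gene without reads sits at the lowest value of its sample. From this form the read counts were recovered, and 100% of them came out as whole numbers. Between 14158989 and 17048062 reads per tumor were counted on genes in the cxC26 scr group (median 15625920), and between 14222772 and 16232176 in the cxC26 IL-6 KO s1 group (median 14966388). The effective library size was between 96.2% and 102% of these totals, and the read totals of the groups overlapped. The targeted gene, Il6, had 356, 326, 376 and 438 reads in the 4 cxC26 scr tumors and 64, 56, 86 and 59 reads in the 4 cxC26 IL-6 KO s1 tumors. The remaining transcripts were counted whether or not they carried the disrupted sequence, and reads from host cells in the tumor are included.
Differential expression was tested on the deposited log2 CPM with limma, using a moderated variance with a mean-variance trend and Benjamini-Hochberg adjustment, over the 13262 genes with at least 1 CPM in at least 4 of the 8 tumors. A total of 2529 genes were higher and 2748 genes were lower in the cxC26 IL-6 KO s1 tumors at an adjusted p-value under 0.05. The choice that changed these numbers most was a requirement of at least a 2-fold change, which left 829 higher and 521 lower genes. The groups' values did not overlap for 37.1% of the tested genes, where 2.86% is the share given by chance for 4 against 4 tumors. The first principal component held 65.1% of the variance. The paper's text does not name the strand setting of the counting, so values of overlapping genes are uncertain.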

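Immune gene expression was first examined with sets of marker genes written in advance. Gene Ontology annotation was not used here. The score of a set in a tumor was the mean log2 CPM of its tested genes, and sets were tested with limma's camera at a preset inter-gene correlation of 0.01 with Benjamini-Hochberg adjustment over the 22 sets with at least 3 tested genes. At an adjusted p-value under 0.05, 8 sets were higher and 0 were lower in the cxC26 IL-6 KO s1 tumors, and 3 sets were lower at an unadjusted p-value under 0.05. Those 3 were DNA replication, fibroblast and matrix, and IL-6 family cytokine genes, each with an adjusted p of 0.0591 from limma's camera. The 16 genes of the interferon response scored 2.40 ± 0.65 (SD, n = 4) in the cxC26 scr tumors and 4.31 ± 0.70 (SD, n = 4) in the cxC26 IL-6 KO s1 tumors, with an adjusted p-value of 8.61e-06 from limma's camera. The cytotoxic lymphocyte set of 8 genes rose from -2.52 ± 0.78 to 1.31 ± 0.68 (SD, n = 4 each, camera adjusted p = 4.93e-05 from limma). Its values in the cxC26 scr tumors were low. Gzmb, the gene of highest expression in this set, had 18, 47, 7 and 8 reads in the 4 cxC26 scr tumors. The adjusted p-value from limma's camera was 0.000605 each for complement (score difference 0.98), for macrophage and monocyte genes (0.77) and for MHC class I presentation (1.16). It was 0.000913 for T cell genes, 0.00419 for pan-leukocyte genes and 0.0320 for plasma cell genes, with score differences of 2.33, 0.85 and 3.65. Other immune sets did not pass the threshold, with adjusted p-values from limma's camera of 0.0928 for neutrophil genes (score difference 1.01), 0.129 for MHC class II genes (1.04) and 0.519 for CD4 T cell and regulatory T cell genes (0.41). Every cxC26 IL-6 KO s1 tumor scored above every cxC26 scr tumor in each of the 8 higher sets and in the neutrophil set. The two-sided exact permutation test gave p = 0.0286 for each, the smallest p that 4 tumors against 4 allow. The calls of the 8 sets by camera depended on the preset correlation. When the correlation between genes was estimated from the data, 0 sets were called higher, with a smallest adjusted p of 0.336 from limma's camera. There were then 2 sets at an unadjusted p-value under 0.05. At least 8 sets, of any kind and in either direction, were called in 5 of 8 splits of the tumors, the real one included. These were the 8 splits that part all same-numbered pairs. Some of the others keep 3 of the 4 tumors of each group together and so hold part of the real difference. In those that mix the groups evenly, 6, 7 and 12 sets were called. The scores of the 8 higher sets differed most in the real split.
Among single genes of these sets, B2m, on chromosome 2 from 122147687 to 122153082, rose by 0.81 (standard error 0.153, adjusted p = 0.00161 from limma), and C1qa, on chromosome 4 from 136895916 to 136898844, rose by 1.02 (standard error 0.215, adjusted p = 0.00305 from limma). In the annotation Patl2 overlaps B2m and Gm13546 overlaps Cytip, so reads of these genes can be mixed. Not every highly expressed marker followed its set. Cytip, in the pan-leukocyte set, was lower by a log2 fold change of -0.82 (adjusted p = 0.000636 from limma), and Sdc1, in the plasma cell set, by -0.78 (adjusted p = 5.60e-05 from limma). The other of the 2 genes of highest expression in each set did not pass the threshold. These were Arhgdib in the pan-leukocyte set (0.16, adjusted p = 0.168 from limma) and Xbp1 in the plasma cell set (0.11, adjusted p = 0.387 from limma).
Gene set enrichment analysis with fgsea, ranked by log2 fold change over 756 Reactome pathways of 10 to 500 genes, called 32 pathways higher and 6 lower at an adjusted p-value under 0.05. As many pathways of any kind were called in 6 of the 8 splits described above. Of the 32 higher pathways, 20 were immune, defined as having at least 80% of their tested genes in Reactome's Immune System, which is 62.5% against 24.5% of all tested pathways. This rule also counts pathways that share genes with that set, such as Signaling by EGFR. It leaves out Chemokine receptors bind chemokines, which was higher (normalized enrichment score 2.21, fgsea adjusted p = 6.87e-06). Many of the pathways share genes, so the 20 are not independent results. Interferon Signaling (103 genes) had a normalized enrichment score of 2.46 (fgsea adjusted p = 1.59e-11), Cytokine Signaling in Immune system (201 genes) of 2.18 (3.27e-09) and Adaptive Immune System (345 genes) of 1.95 (2.17e-08). The 6 lower pathways were Neuronal System, Potassium Channels, ECM proteoglycans, Developmental Biology, Chromatin modifying enzymes and Regulation of insulin secretion, and none of these was immune. From these RNA-seq data, the paper states that the immune role of IL-6 was also evident in the cxC26 IL-6 KO s1 tumor.

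**Figure D1:**
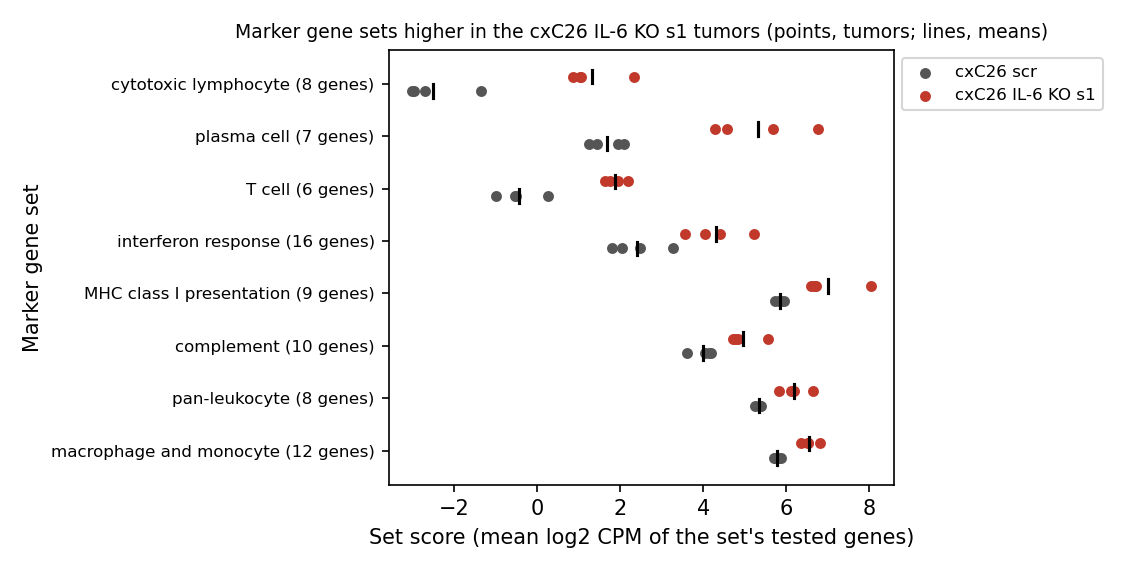
Set scores, as the mean log2 CPM of the tested genes of each set, of the 8 marker gene sets that were higher in the cxC26 IL-6 KO s1 tumors. Each point is a tumor (4 per group) and each vertical line is a group mean; in every set the 4 cxC26 IL-6 KO s1 tumors lie to the right of the 4 cxC26 scr tumors.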

Compared to the cxC26 scr tumor, the significantly changed biological processes were predominantly related to immunity, including leukocyte-mediated cytotoxicity, immune response, and cytokine production (Fig. EV5). 

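Expression of the IL-6 family cytokines Il6, Lif and Il11 was compared between the same tumors. Il6 lies on chromosome 5 of GRCm38 from 30013114 to 30019975. Its mean expression was 4.58 ± 0.24 log2 CPM (SD, n = 4) in the cxC26 scr tumors and 2.13 ± 0.22 (SD, n = 4) in the cxC26 IL-6 KO s1 tumors, a log2 fold change of -2.45 (standard error 0.165, adjusted p = 1.76e-06 from limma). Lif, on chromosome 11 from 4257568 to 4272514, fell from 5.79 ± 0.29 to 4.54 ± 0.33 log2 CPM (SD, n = 4 each), with a log2 fold change of -1.25 (standard error 0.177, adjusted p = 0.000276 from limma). Il11, on chromosome 7 from 4772373 to 4782907, fell from 8.46 ± 0.46 to 4.77 ± 0.19 log2 CPM (SD, n = 4 each), with a log2 fold change of -3.69 (standard error 0.191, adjusted p = 3.80e-07 from limma). Expression in the cxC26 IL-6 KO s1 tumors was thus 18.3% of that in the cxC26 scr tumors for Il6, 42.1% for Lif and 7.74% for Il11. For each of the 3 genes, all 4 cxC26 IL-6 KO s1 tumors were below all 4 cxC26 scr tumors (two-sided exact permutation test, p = 0.0286). With each tumor left out in turn, the log2 fold change stayed between -2.56 and -2.36 for Il6, between -1.41 and -1.12 for Lif and between -3.86 and -3.49 for Il11. The chromosomes were cut into fixed windows of 10 Mb. The median log2 fold change of the tested genes in the window that holds each gene was itself below 0, at -0.36 for Il6, -0.25 for Lif and -0.34 for Il11. Il6 lies at the start of its window, and the median of the window before it was -0.31. In the annotation 1 other gene overlaps Il6 (A230098N10Rik) and 1 overlaps Il11 (Tmem190).

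**Figure D2:**
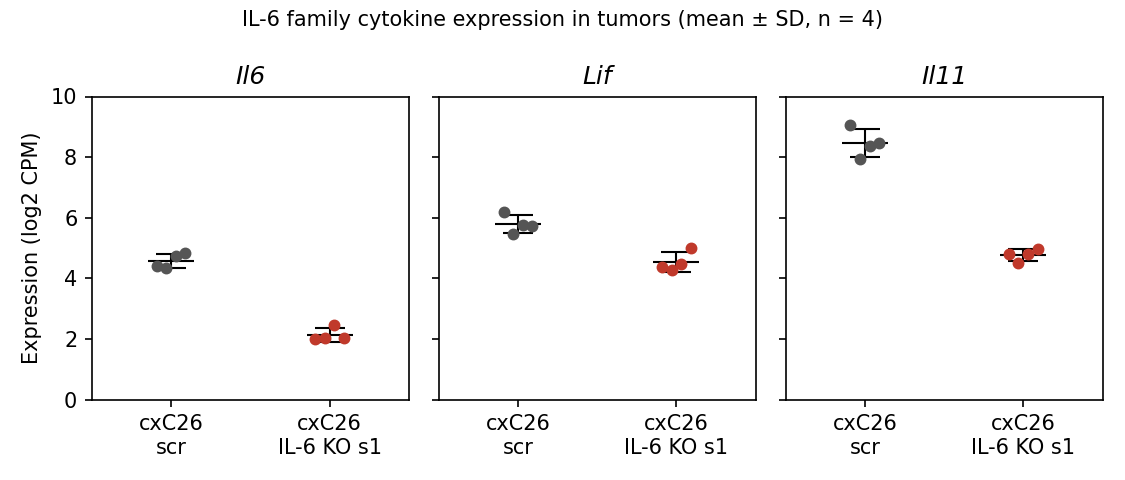
Expression of Il6, Lif and Il11 in log2 CPM on the vertical axis, with 1 point per tumor for the 4 cxC26 scr and the 4 cxC26 IL-6 KO s1 tumors and the mean ± SD as bars. The groups do not overlap for any of the 3 genes, and the distance is largest for Il11 (8.46 against 4.77).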

Note that consistent with the circulating cytokine measurement (Fig. EV4), the RNA-seq data showed reduced expression of LIF and IL-11 in the IL-6 KO tumor (Appendix Fig. S6).

**Figure EV5:**
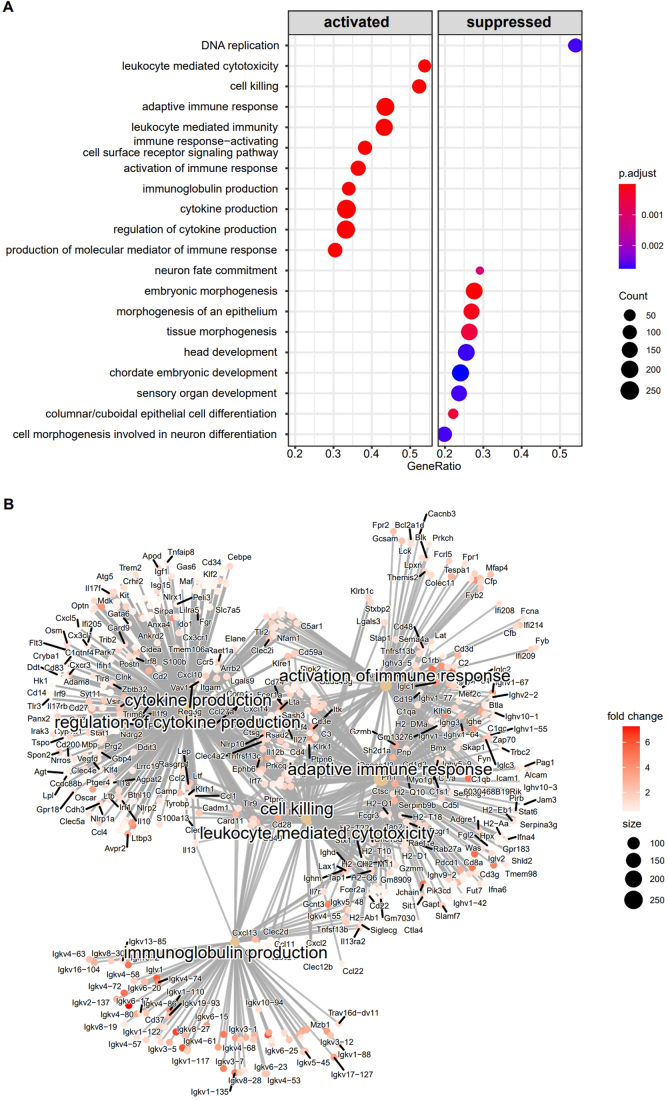
Alteration of gene expression by disruption of IL-6 in the cxC26 tumor. (**A**) Elevated and suppressed biological processes in the cxC26 IL-6 KO s1 tumor compared to the cxC26 scr tumor. (**B**) Network plot of the terms that are the most significantly changed biological processes in the cxC26 IL-6 KO s1 tumor. ClusterProfiler was used for calculating GeneRatio and adjusted *p* value (FDR) for identifying the significantly changed biological process and drawing the RNA-seq data. *n* = 4 for cxC26 scr and cxC26 IL-6 KO s1.

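The genes labelled in the network of Fig. EV5B were read from the figure, and 314 of the 317 were found by symbol. All 314 had a higher mean in the cxC26 IL-6 KO s1 tumors. The network was drawn from these same data, so this is not an independent result. The legend does not say how the labelled genes were selected. Of the 314 genes, 172 passed the filter of 1 CPM in at least 4 tumors, and 151 of these were higher at an adjusted p-value under 0.05 from limma, or 157 when the adjustment was made over the list alone. The median log2 fold change of the 172 genes was 1.17. The other 142 genes were expressed below the filter, and 28 of the 314 had fewer than 10 reads over all 8 tumors, with 2 reads for the lowest. Of the 55 immunoglobulin and T-cell receptor segment genes in the list, which share sequence with one another so that reads can be split between them, 52 were below the filter. Under a filter of a mean of at least 3 log2 CPM, 96 genes of the list were tested and 88 were higher.
Among the genes of the network with a mean of at least 3 log2 CPM, an adjusted p-value under 0.05 and no overlap between the groups, Gbp4, Cadm1 and Spon2 had the largest increases. Cadm1, on chromosome 9 of GRCm38 from 47530170 to 47862280, rose by 2.06 on the log2 scale (standard error 0.209, adjusted p = 3.04e-05 from limma), and Spon2, on chromosome 5 from 33213518 to 33218254, by 1.99 (standard error 0.326, adjusted p = 0.000682 from limma). Gbp4, on chromosome 5 from 105115767 to 105139586, rose by 2.14 (standard error 0.772, adjusted p = 0.0449 from limma), and its expression of 7.60 log2 CPM in the first cxC26 IL-6 KO s1 tumor was far above the range of 3.08 to 3.81 in the other 3. Without the filter on low expression the adjusted p of Gbp4 was 0.155 from limma.
Over all tested genes under the same conditions, the 5 largest increases were those of Igkc, Aldh3a1, Mmp9, Mcpt2 and Itgb4, with log2 fold changes of 5.69, 5.66, 5.27, 4.19 and 4.10. The 5 largest decreases were those of Bsn, Areg, Il11, Kcnk3 and Rerg, where the log2 fold change was -4.45 for Bsn, -4.04 for Areg, -3.65 for Kcnk3 and -3.51 for Rerg. For the 10 genes the adjusted p-value from limma was between 8.65e-08 for Bsn and 0.000656 for Igkc. Igkc shares sequence with other immunoglobulin genes, and in the annotation Mcpt2 overlaps Mcpt9, Itgb4 overlaps Galk1 and B230344G16Rik, Kcnk3 overlaps Gm9899, and Bsn and Rerg each overlap 2 predicted or uncharacterized genes, so reads of these genes can be mixed.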

## Discussion

Identifying the cachectic factors is a major goal of cancer cachexia research. To be classified as such, a factor must meet the criterion that inhibiting it leads to reduced body weight loss without negatively impacting tumor progression. While body weight data is always presented as a central piece of data in studies proposing cachectic factors, it is not uncommon that tumor size and cancer status are inadequately addressed or even ignored. In this study, we subjected one of the widely accepted cachectic factor, IL-6, to this criterion in the C26 model, only to find that it did not meet the criterion as inhibiting IL-6 slowed tumor growth. We then went further and ruled out IL-6 as a cachectic factor in the C26 model by showing that cachexia still took place without elevation of circulating IL-6. Surprisingly, another widely accepted cachectic factor, LIF, was also found to affect cachexia via its effects on tumor growth in the C26 model.

In this study, we focused on the C26 model, in which the role of IL-6 in cancer cachexia was originally proposed. While our results do not draw conclusions regarding other models of cancer cachexia where IL-6 has been implicated as a mediator (Pettersen et al, 2017; Rupert et al, 2021; White et al, 2013), they call for a more thorough examination of IL-6’s role in those models. In fact, in studies reporting the preventive effect of cachexia by the disruption of the *IL-6* gene in a pancreatic ductal adenocarcinoma model (Rupert et al, 2021), a fibrosarcoma (CHX207) model (Pototschnig et al, 2023) and an *Apc*^*Min/+*^ colorectal cancer model (Baltgalvis et al, 2008), tumor growth was also reduced. More generally, our results underscore the importance of closely monitoring the impact of a factor on tumor growth in establishing its causality in cachexia.

Despite being widely cited as a cachectic factor, in cancer cachexia patients, circulating IL-6 remained either unchanged (Fortunati et al, 2007; Fujiwara et al, 2014; Lerner et al, 2016a; Ramsey et al, 2019), or showed a modest increase (less than threefold) (Anderson et al, 2022; Costa et al, 2019; Pettersen et al, 2017; Sun et al, 2021), orders of magnitude lower than those measured in mouse models (up to 1000-fold). Moreover, IL-6 is a pleiotropic cytokine, involved not only in immune and inflammatory responses but also in other processes, such as exercise (Kistner et al, 2022; Murakami et al, 2019). For example, in humans, the circulating IL-6 level can be raised ~1000 times in inflammatory states (Waage et al, 1989) and during exercise (Fischer, 2006). Thus, there is no strong data that supports the cachectic role of IL-6 in human cancer patients, in line with our results on IL-6 in the C26 model.

Our results revealed that IL-6 promotes the growth of the cxC26 tumor via its effect on the immune response, which is consistent with the known roles of IL-6 in cancer proliferation (Taher et al, 2018). Directly relevant to our results, IL-6 is known to modulate the host immune system by suppressing the adaptive immune response or recruiting tumor-associated M2 macrophages, which can promote cancer growth and progression (Liu et al, 2017a). In several murine cancer models, disrupting IL-6 has suppressed tumor growth by restoring the anti-tumor activity of the host immune system (Bent et al, 2021; Narita et al, 2013; Sumida et al, 2012). Specifically in the C26 cancer models, IL-6 level was observed to be negatively correlated with immune cell populations within tumors (Flint et al, 2016), and mice deficient in IL-6 showed increased immune cell infiltration along with reduced tumor growth (Ohno et al, 2017). Thus, our observations of increased infiltration of immune cells (Fig. 5) and slowed tumor growth in the cachectic tumor lacking IL-6 align with the known immunosuppression function of IL-6. However, our unique contributions are that it is the tumor-derived IL-6 that represses immune response and, more importantly, that IL-6’s effect on tumor growth has been mistaken as its effect on cachexia.

By undermining the two known cachectic factors in the C26 model, our results call for the search for the real cachectic factors in the model. As demonstrated in our study, knocking out a gene in the cxC26 cells and monitoring the effects on body weight loss and tumor growth is an effective strategy to screen for cachectic genes. With the ncxC26 cell line as a control, the candidate cachectic genes are those genes showing differential expression between the cxC26 and ncxC26 tumors. The list of candidate genes can be refined by determining whether their corresponding circulating proteins exhibit different levels between the cxC26 and ncxC26 mouse groups. While, in principle, the cachectic factors can be any molecules such as metabolites or lipids, this approach has the potential to reveal tumor-derived proteins that contribute to cachexia.

## Methods

### Animals

Animal care and experimental procedures were conducted with the approval of the Institutional Animal Care and Use Committees (IACUC) of Harvard Medical School and Harvard T.H. Chan School of Public Health. CD2F1, Balb/c, and NOD-SCID male mice were purchased from Charles River and used for this study when the mice were 13–18 weeks old. C26 cells were harvested and implanted in the right flank of mice as previously described (Bonetto et al, 2016). All mice were housed (3–4 per cage) under regular light-dark cycles of 12 h with an ad libitum supply of standard chow diet (PicoLab 5053, LabDiet) and water.

### Cell culture

The cachectic C26 (cxC26) and non-cachectic C26 (ncxC26) cells were kind gifts from Andrea Bonetto (Bonetto et al, 2016) and Nicole Beauchemin, respectively. Nicole Beauchemin obtained the ncxC26 cells from Brattain MG, who established the C26 (also named CT26 or colon carcinoma 26) cell line (Brattain et al, 1980). The C26nci (C26 from the National Cancer Institute) and C26nci LIF KO were a kind gift from Robert Jackman (Kandarian et al, 2018). All C26 cells were maintained using high glucose DMEM (Corning) with 10% fetal bovine serum (FBS, R&D Systems) and 1% penicillin/streptomycin (P/S, Hyclone).

### Construction of KO cells

To construct the KO cells, two different sets of single-guide RNA (sgRNA) targeting the indicated gene were cloned into the BsmBI site of the lentiCRISPRv2 vector (Addgene #52961) as previously described (Sanjana et al, 2014). 

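The guide sequences were matched to the mouse transcripts of GENCODE M21, which are annotated on GRCm38, the build also called mm10. Each of the 8 guides matched exactly 1 gene, its intended target, and each match lay within a single exon and wholly in the coding sequence, next to an NGG motif. Only spliced transcripts were searched, and only for exact matches. Sites with mismatches and matches in introns or between genes were not analysed here, so the search does not show that the guides cut nowhere else. Il6 is on the forward strand of chromosome 5 and its transcript has 5 exons. The first IL-6 guide, TCTGGAGTACCATAGCTACC, lies in exon 4 from 30018037 to 30018056 and is followed by TGG. The second, TATACCACTTCACAAGTCGG, lies in exon 2 from 30013492 to 30013511 and is followed by AGG. Both LIF guides lie in exon 4, the last exon of Lif on chromosome 11. TGCTACTATAGACGTCATGA spans 4269139 to 4269158 and CAAGTACCGTGTGGGCCACG spans 4269196 to 4269215. Both IL-11 guides lie in exon 4 of the 5 exons of Il11, which is on the reverse strand of chromosome 7. GCGGAGTAGCCGTTCCAGTC spans 4775893 to 4775912 and CCATTGTACATGCCGGAGGT spans 4775977 to 4775996. The IL-6Rα guides target Il6ra, a gene of 10 exons on the reverse strand of chromosome 3. GGGGCAAATCAGGGTAACGG lies in exon 2 from 89890415 to 89890434, and CTCACAGATGGCGTTGACAAG lies in exon 3 from 89889246 to 89889266.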

The sequences of the sgRNA for each target genes are shown in Appendix Table S1. For lentivirus production, HEK293T cells were plated in DMEM (10% FBS) and transfected with two sets of sgRNA-containing lentiviral vector plasmids along with pMD2.G (Addgene #12259) and psPAX2 (Addgene #12260) using Lipofectamine 3000 (Thermo Fisher Scientific). After 24 h of incubation, the lentivirus-containing medium was collected and filtered through a 0.45 µm syringe filter. The cxC26 cells were then cultured with the lentivirus-containing medium in the presence of polybrene (5 µg/ml, Sigma-Aldrich) for 24 h. Transfected cells were subsequently selected in the presence of puromycin (3 ug/ml, Santa Cruz Biotechnology) in fresh DMEM (+10% FBS and 1% P/S) media. To obtain clonal cell lines of cxC26 IL-6 KO cells, the cxC26 IL-6 KO pool cells were plated onto 96 wells by serial dilution. Two single cells were isolated and expanded in a medium containing puromycin. The two subclones were named as cxC26 IL-6 KO subclone 1 (s1) and cxC26 IL-6 KO subclone 2 (s2), respectively.

### Analysis of cancer cachexia phenotype

To obtain the phenotype of cancer cachexia, body weight, and tumor size were monitored every other day post-tumor implantation. The tumor volume (V) was calculated using the formula V = (W(2) × L)/2, with the length (L) and width (W) of the tumor measured using a caliper. Mice were euthanized when they developed more than 15% body weight loss compared to their initial body weight. To assess body composition, lean mass and fat mass of live mice were measured using an EchoMRI-100 (EchoMRI LLC). As the measurement was done for live mice, the result reflects the composition of the mouse body including the tumor, which due to its small size (<5% of body weight) has minimal impact on the body composition data. To measure grip strength, mice were allowed to grab the metal grid and were then pulled backward by an experimenter until the grasp was released. The peak tension was measured using a Grip Strength meter (Bioseb).

### Cytokines measurement

Circulating cytokines were measured in mouse plasma using the Luminex 44-cytokines panel by Eve Technologies (Calgary, Canada). Circulating LIF and IL-11 levels were also measured using the Mouse LIF Quantikine ELISA Kit (R&D Systems) and IL-11 SimpleStep ELISA kit (abcam), respectively. Circulating IL-6 levels were determined using the highly sensitive IL-6 Mouse ProQuantum qPCR Immunoassay kit (Invitrogen) with real-time PCR.

### GDF-15 measurement

Circulating GDF-15 was measured in mouse plasma using the Mouse/Rat GDF-15 Quantikine ELISA Kit (R&D system) according to the manufacturer’s protocol.

### Flow cytometry

CD2F1 mice were inoculated with 1 × 10^6^ cxC26 cells or 1 × 10^7^ cxC26 IL-6 KO s1 cells, and the tumors were harvested at day 8 or at the terminal point when tumor-bearing mice developed cachexia. To prepare single-cell suspensions, the harvested tumor was immediately minced using a razor blade in 1 ml of 10% FBS containing RPMI (Gibco), added 2 ml of ice-cold HBSS (Fisher Scientific) containing collagenase I (10 U/ml, Worthington Biochemical), collagenase IV (400 U/ml, Worthington Biochemical), and DNase I (30 U/ml, STEMCELL Technology), and incubated with rotation for 25 min at 37 °C in hybridization oven. Finally, the digests were gently crushed with a pestle and filtered through a 70-μm cell strainer (BD Falcon) to yield single-cell suspensions. To remove red blood cells, the suspension was treated with RBC lysis buffer (BioLegend) on ice for 2 min. The cells were then washed with RPMI media and resuspended in a cell staining buffer (BioLegend). For each sample, 1 × 10^6^ cells were treated with TruStain FcX^tm^ Plus (anti-mouse CD16/32, Biolegend) for 10 min and labeled with various fluorescent antibodies. The antibodies used for flow cytometry are listed in Appendix Table S2. Dead cells were excluded by 7-AAD staining (BioLegend). The labeled single cells were analyzed using flow cytometry (BD LSR Fortessa). Flowjo software (Tree Star Inc.) was used for data analysis.

### RNA-seq and data analysis

Fresh tumors were isolated from cxC26 scr and cxC26 IL-6 KO s1 tumor-bearing mice and immediately frozen using liquid nitrogen. RNA extraction, library preparation, sequencing, and analysis were conducted by Azenta Life Sciences (South Plainfield, NJ, USA). Total RNA was extracted from fresh frozen tissue samples using a Qiagen RNeasy Plus Universal mini kit following the manufacturer’s instructions (Qiagen, Hilden, Germany). Total RNA was quantified using a Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RNA sequencing libraries were prepared using the NEBNext Ultra RNA Library Prep Kit for Illumina following the manufacturer’s instructions (NEB, Ipswich, MA, USA). The samples were sequenced using a 2 × 150 bp paired-end (PE) configuration on an Illumina NovaSeq X Plus. Raw RNA-seq data were analyzed on the Galaxy bioinformatics platform (Galaxy, 2022). The raw sequence reads were pre-processed using Trimmomatic and aligned to the mouse genome (mm10) using Hisat2 and summarized by featureCounts, then read counts were normalized using limma-voom. Gene set enrichment analysis was conducted using the package “clusterProfiler” in R software.

### Statistical analysis

All statistical analyses for murine data were performed in GraphPad Prism 9 or R studio. Quantitative data are reported as mean with standard deviation (s.d.). Two-group comparisons were analyzed by a two-tailed Student’s *t*-test and more than two-group comparisons were analyzed by one-way ANOVA or two-way ANOVA. Adjusted *p* values were obtained for multiple comparisons in R using the Benjamini–Hochberg method. For all analyses, a *p* value of <0.05 was considered significant (*p < 0.05, **p < 0.01, and ***p < 0.001). The R package ComplexHeatmap was used to generate the heatmap for the concentration of cytokines.

## Supplementary information

Appendix

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 5(fsc1/2)

Source data Fig. 5(fsc2/2)

Peer Review File

Expanded View Figures

## Data Availability

The RNA-seq data are available through the NCBI SRA repository (accession number: GSE253861). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00144-3.

# Supplementary material for: IL-6 promotes tumor growth through immune evasion but is dispensable for cachexia
**Source:** EMBO Rep. 2024 Apr 26;25(6):2592–609. doi: 10.1038/s44319-024-00144-3
**Supplement:** Supplementary file 1 — Appendix

# **IL-6 promotes tumor growth through immune evasion but is dispensable for cachexia**

Young-Yon Kwon and Sheng Hui

## **Table of contents:**

|                                                                                                                                                       |           |
|-------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| <b>Appendix Figure S1.</b> Characterization of cxC26 IL-6 KO subclone 2 (s2).                                                                         | <b>p2</b> |
| <b>Appendix Figure S2.</b> Validation of body weight loss and slow growth of the C26 IL-6 KO tumor in Balb/c mice.                                    | <b>p3</b> |
| <b>Appendix Figure S3.</b> Effects of <i>LIF</i> knockout in the cxC26 cells.                                                                         | <b>p4</b> |
| <b>Appendix Figure S4.</b> Inhibition of autocrine IL-6 signaling pathway by disrupting the IL-6 receptor in cxC26 cells.                             | <b>p5</b> |
| <b>Appendix Figure S5.</b> Representative gating strategy for the evaluation of immune cell populations in the cxC26 scr and cxC26 IL-6 KO s1 tumors. | <b>p6</b> |
| <b>Appendix Figure S6.</b> Expression of IL-6, LIF and IL-11 genes in the cxC26 scr and cxC26 IL-6 KO s1 tumors.                                      | <b>p7</b> |
| <b>Appendix Table S1.</b> List of guide RNA sequences designed for CRISPR/Cas9 constructs.                                                            | <b>p8</b> |
| <b>Appendix Table S2.</b> Materials used for flow cytometry.                                                                                          | <b>p8</b> |

**Appendix Figure S1. Characterization of cxC26 IL-6 KO subclone 2 (s2).** CD2F1 mice were injected with saline, or inoculated with  $1 \times 10^6$  cxC26 scr or  $1 \times 10^7$  cxC26 IL-6 KO s2 cells. **A** Body weight. **B** Terminal muscle mass. **C** Tumor growth. **D** Circulating IL-6 concentration. All data are shown as the mean  $\pm$  s.d. Significance of the differences: \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  between groups by one-way ANOVA. ns, not significant.  $n = 5$  for saline and cxC26 IL-6 KO s2,  $n = 6$  for cxC26.

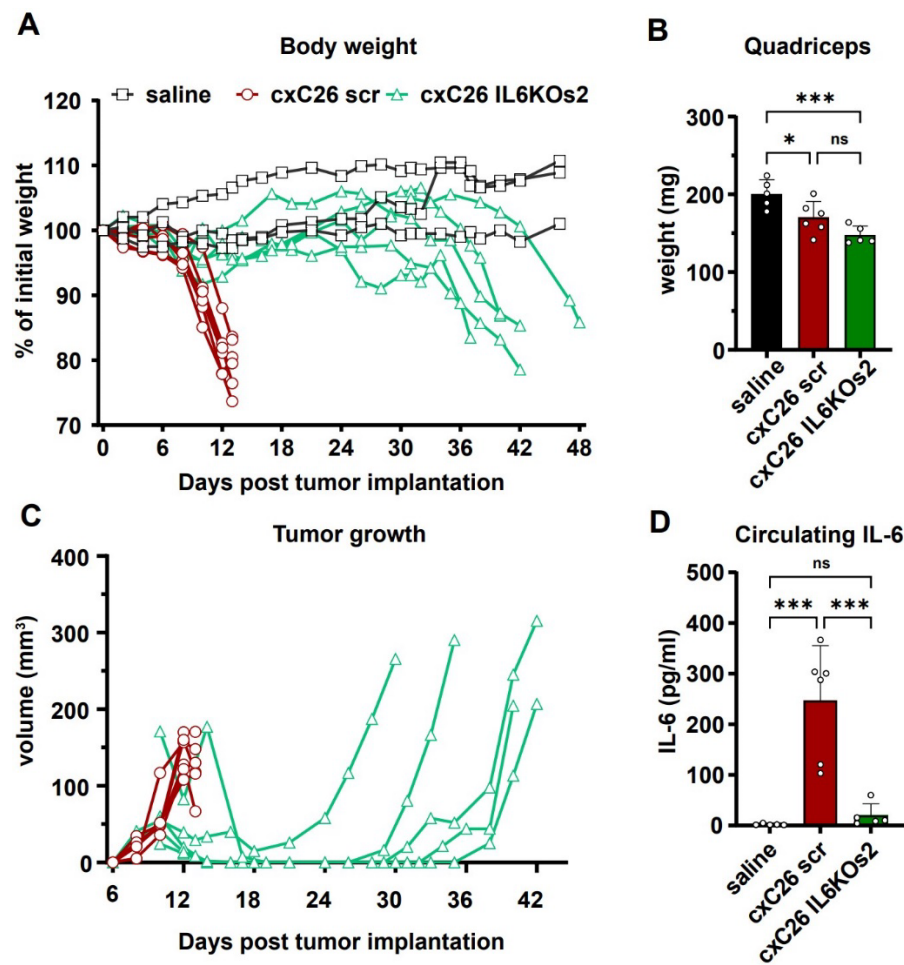

**Appendix Figure S2. Validation of body weight loss and slow growth of the C26 IL-6 KO tumor in Balb/c mice.** Balb/c mice were injected with saline, or inoculated with  $1 \times 10^6$  cxC26 scr or  $1 \times 10^7$  cxC26 IL-6 KO s1 cells. **A** Body weight. **B** Terminal muscle mass. **C** Tumor growth. **D** Circulating IL-6 concentration at the terminal time point. All data are shown as the mean  $\pm$  s.d. Significance of the differences: \* $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$  between groups by one-way ANOVA. ns, not significant.  $n = 4$  for saline,  $n = 8$  for cxC26 scr,  $n = 4$  for cxC26 IL-6 KO s1.

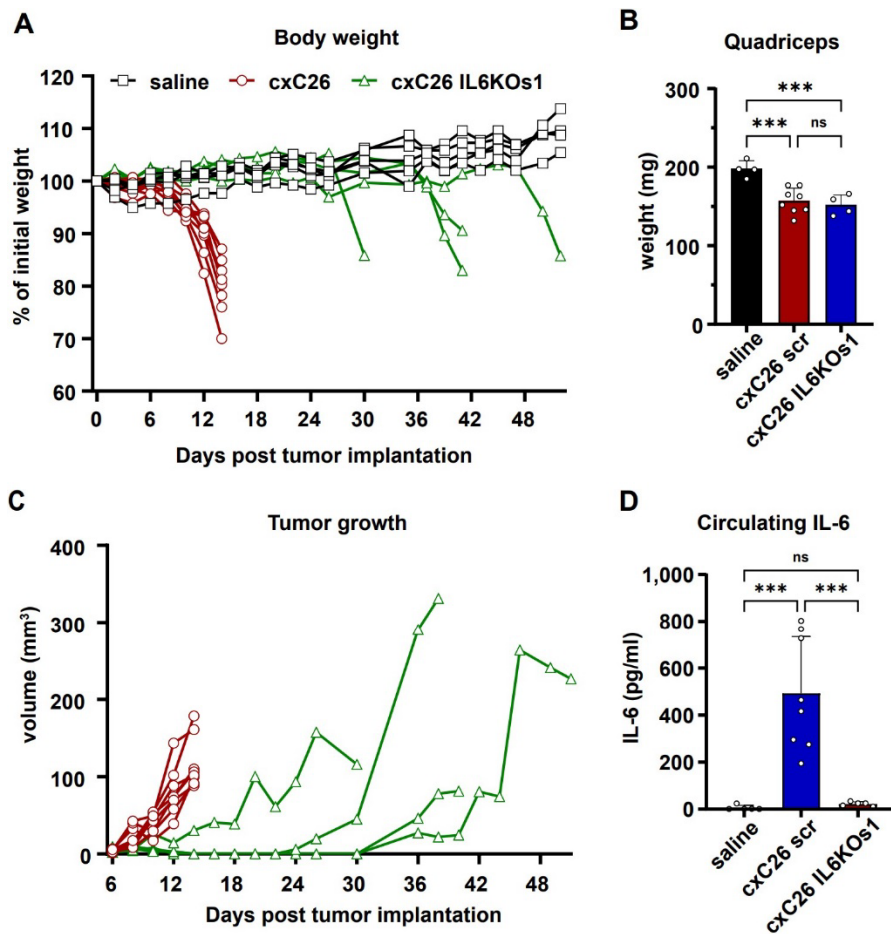

**Appendix Figure S3. Effects of *LIF* knockout in the cxC26 cells.** **A** Levels of LIF in conditioned media of cxC26 scr and cxC26 LIF KOp. **B** Body weight. **C** Tumor growth. **D** Terminal tumor mass. CD2F1 mice were injected with saline, or inoculated with  $1 \times 10^6$  cxC26 scr or cxC26 LIF KOp cells. All data are shown as the mean  $\pm$  s.d. Significance of the differences: \* $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$  between groups by Student's t-test. ns, not significant.  $n = 5$  for saline,  $n = 7$  for cxC26 scr,  $n = 7$  for cxC26 LIF KOp.

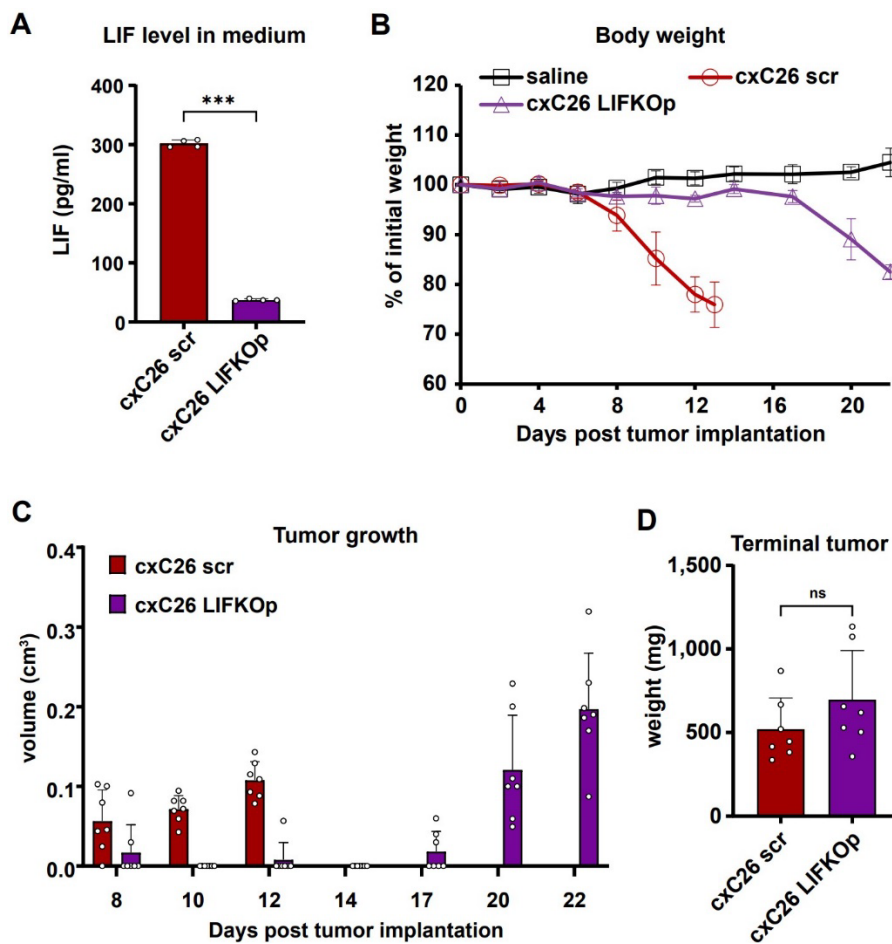

**Appendix Figure S4. Inhibition of autocrine IL-6 signaling pathway by disrupting the IL-6 receptor in cxC26 cells.** cxC26 IL-6 receptor  $\alpha$  (*IL-6R $\alpha$* ) knock-out pool (KOp) was constructed using CRISPR/Cas9. CD2F1 mice were injected with saline, or inoculated with  $1 \times 10^6$  cxC26 or cxC26 IL-6R $\alpha$  KOp cell. **A** Body weight. **B** Terminal tumor weight. Significance of the difference was between groups by Student's t-test. ns, not significant. n = 4 for saline, n = 5 for cxC26 scr, n = 6 for cxC26 IL-6R $\alpha$  KOp.

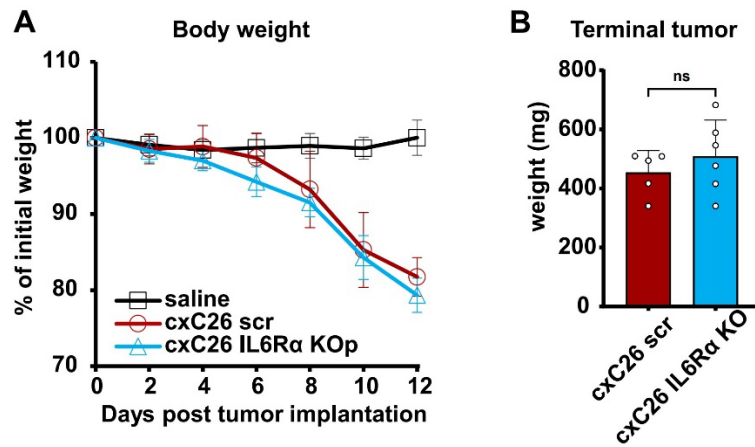

**Appendix Figure S5. Representative gating strategy for the evaluation of immune cell populations in the cxC26 scr and cxC26 IL-6 KO s1 tumors.** Tumors were harvested and dissociated into single-cell suspension and stained with various surface markers which are described in Appendix Table 2.

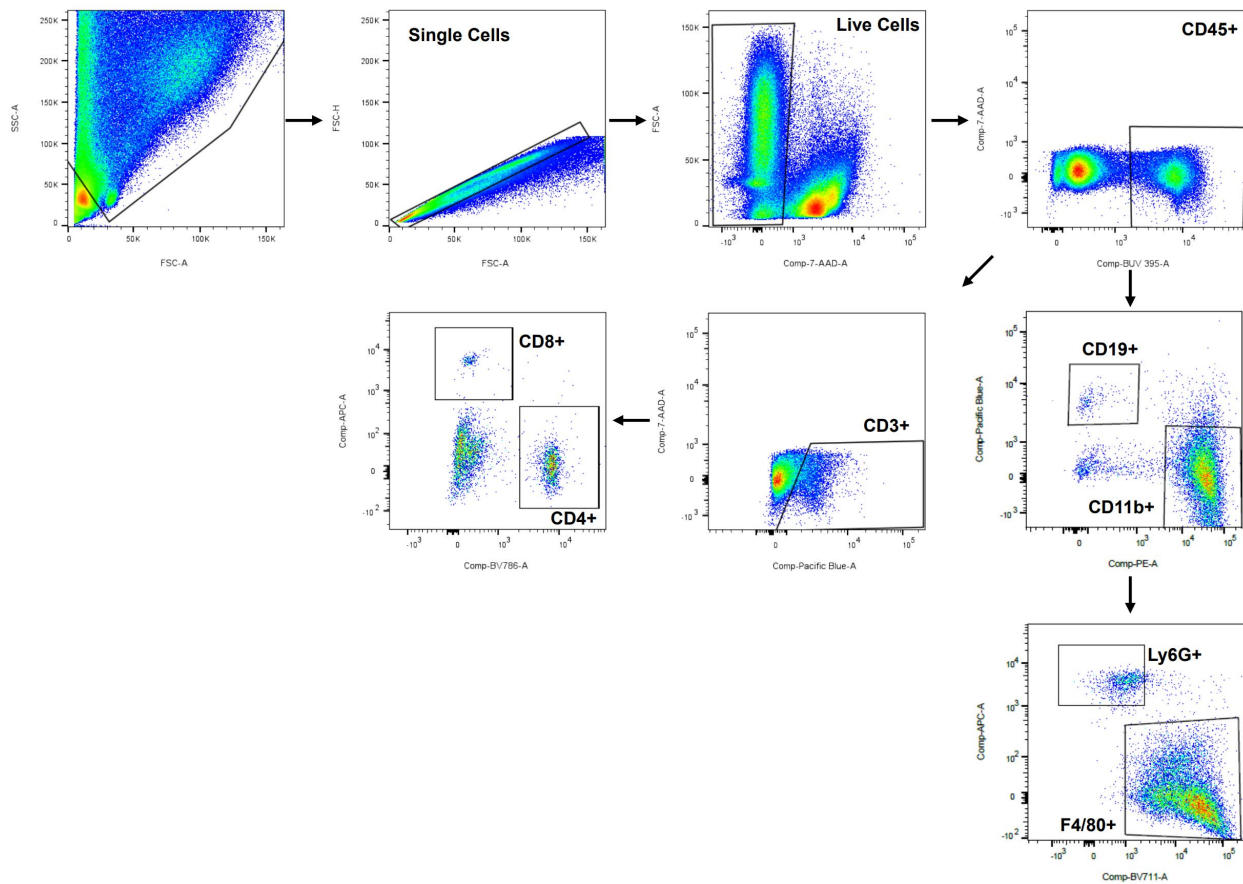

**Appendix Figure S6. Expression of IL-6, LIF and IL-11 genes in the cxC26 scr and cxC26 IL-6 KO<sup>s1</sup> tumors.** Expression of IL-6, LIF and IL-11 genes in RNA-seq data were plotted following normalization of log<sub>2</sub>CPM value using the limma-voom package. All data are shown as the mean  $\pm$  s.d. Significance of the differences: \*adjusted-P < 0.05, \*\* adjusted-P < 0.01, \*\*\* adjusted-P < 0.001 between groups by Student's t-test with FDR correction. ns, not significant. n = 4 for both groups.

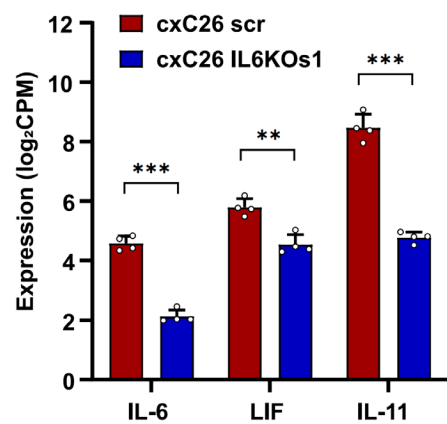

## Appendix Tables

**Appendix Table S1. List of guide RNA sequences designed for CRISPR/Cas9 constructs.**

| Target        |   | Sequences (5' -> 3')  |
|---------------|---|-----------------------|
| <i>IL-6</i>   | 1 | TCTGGAGTACCATAGCTACC  |
|               | 2 | TATACCACTTCACAAGTCGG  |
| <i>IL-11</i>  | 1 | GCGGAGTAGCCGTTCCAGTC  |
|               | 2 | CCATTGTACATGCCGGAGGT  |
| <i>LIF</i>    | 1 | TGCTACTATAGACGTCATGA  |
|               | 2 | CAAGTACCGTGTGGGCCACG  |
| <i>IL-6Rα</i> | 1 | GGGGCAAATCAGGGTAACGG  |
|               | 2 | CTCACAGATGGCGTTGACAAG |

**Appendix Table S2. Materials used for flow cytometry.**

| Target           | Clone    | Fluorophore  | Manufacturer  | Cat#   |
|------------------|----------|--------------|---------------|--------|
| <b>CD45</b>      | 30-F11   | BUV395       | BD bioscience | 564279 |
| <b>CD19</b>      | 1D3      | Pacific blue | BioLegend     | 152415 |
| <b>Ly6G+</b>     | 1A8      | APC          | BioLegend     | 127613 |
| <b>F4/80</b>     | BM8      | BV711        | BioLegend     | 123147 |
| <b>CD11b</b>     | M1/70    | PE           | BioLegend     | 101207 |
| <b>CD3ε</b>      | 145-2C11 | Pacific blue | BioLegend     | 100333 |
| <b>CD4</b>       | GK1.5    | BV785        | BioLegend     | 100453 |
| <b>CD8a</b>      | 53-6.7   | APC          | BioLegend     | 100711 |
| <b>Live/Dead</b> |          | 7-AAD        | BioLegend     | 420403 |

# Supplementary material for: IL-6 promotes tumor growth through immune evasion but is dispensable for cachexia
**Source:** EMBO Rep. 2024 Apr 26;25(6):2592–609. doi: 10.1038/s44319-024-00144-3
**Supplement:** Supplementary file 10 — Expanded View Figures

Expanded View Figures

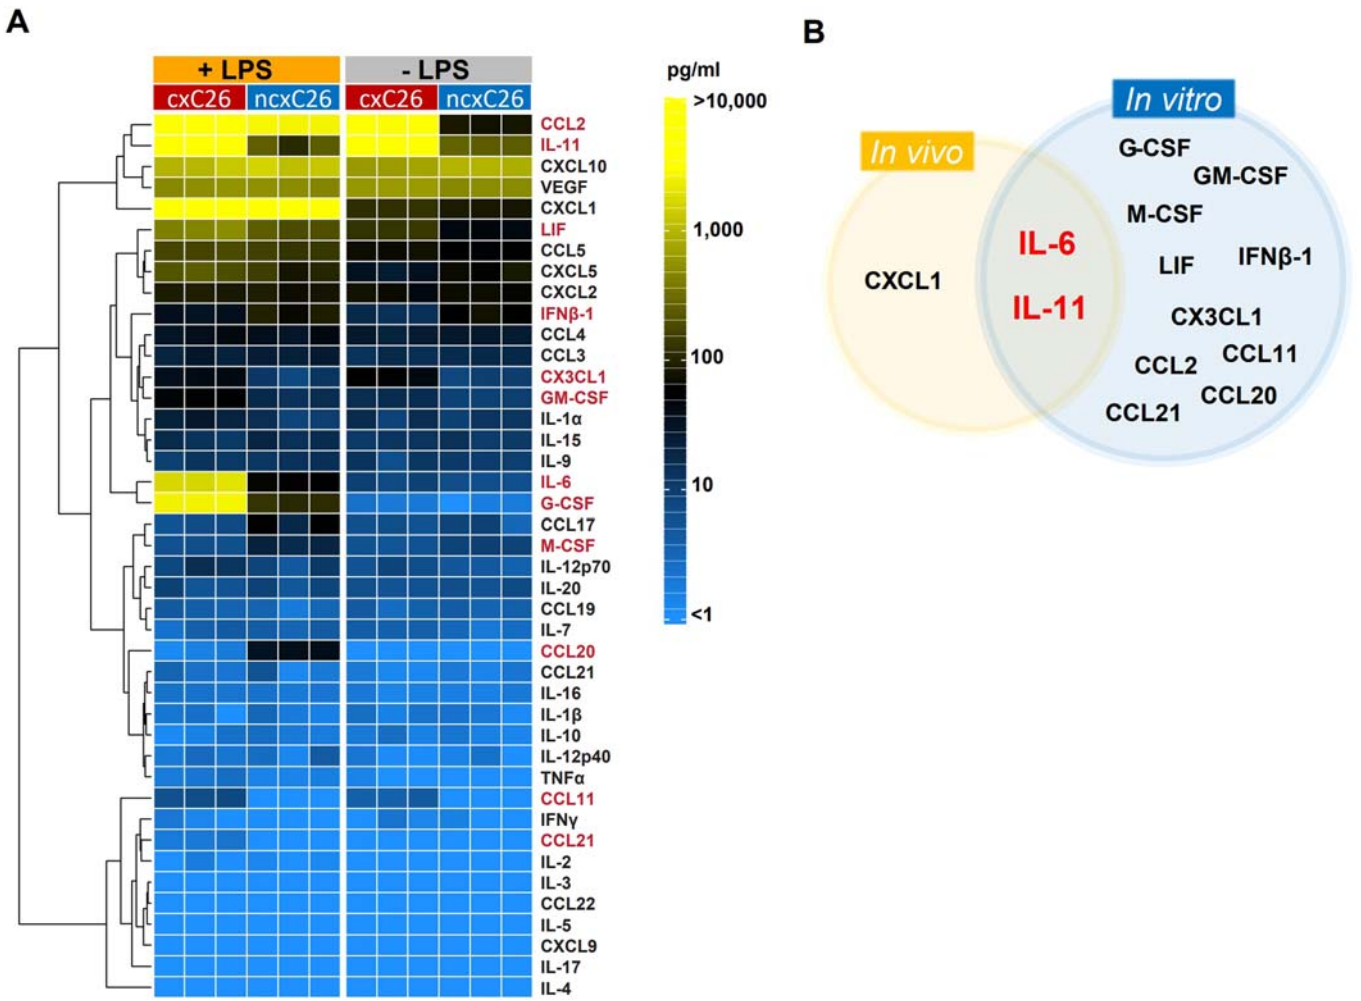

**Figure EV1. Profiling of secretory cytokines from cx26 and ncxC26 cells.**

(A) Levels of cytokines in conditioned media with or without lipopolysaccharide (LPS, 2 µg/ml) treatment for 24 h. The measurement was done using the Luminex 44-cytokines panel. Cytokines highlighted in red are those with significantly altered levels under LPS treatment between cx26 and ncxC26 (adjusted *p* value <0.01 by Student's *t*-test, *n* = 3 per group). (B) Comparison between significantly changed cytokines by cx26 in in vivo (Fig. 1G) and in vitro.

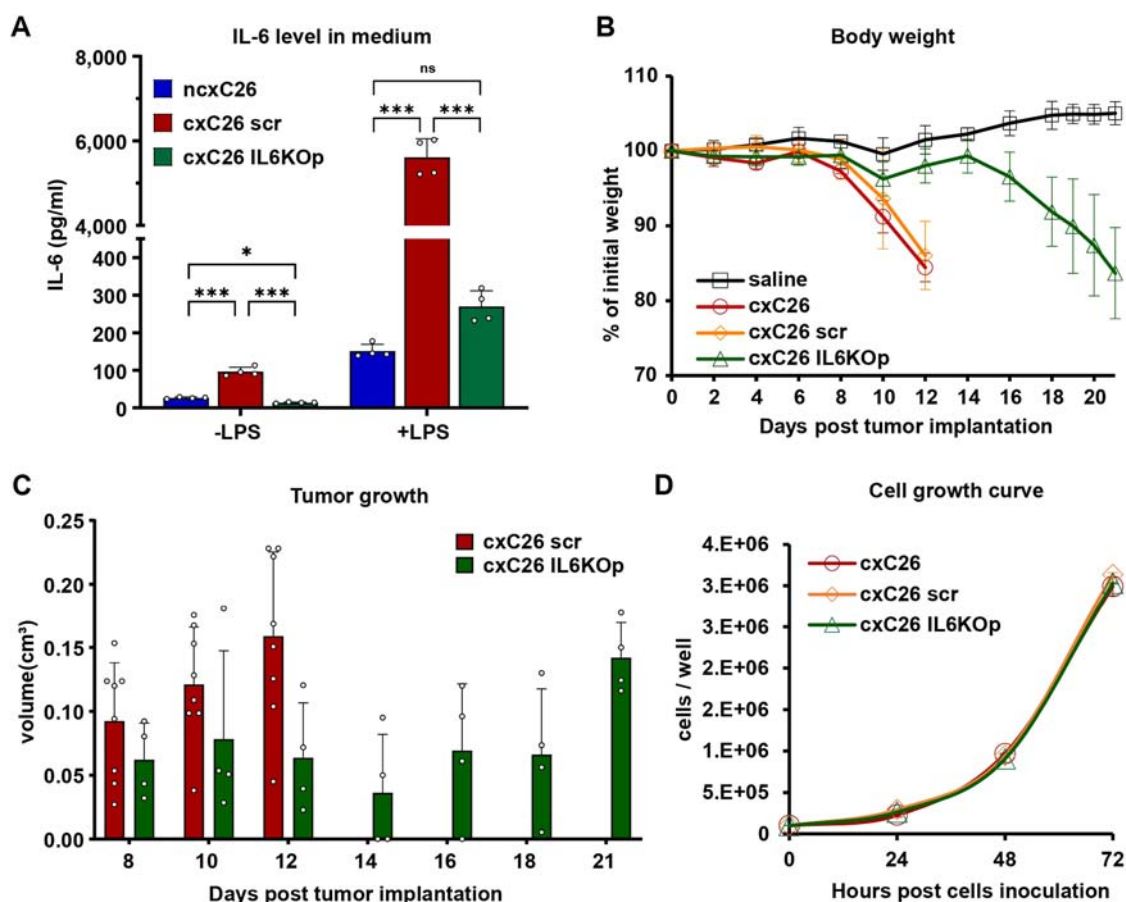

**Figure EV2. Characterization of cxC26 IL-6 KO pool (IL6KOp).**

(A) Levels of IL-6 in conditioned media of cxC26 scr (CRISPR/Cas9 scrambled gRNA control) and cxC26 IL-6 KO pool with or without LPS (2  $\mu$ g/ml) treatment for 24 h. (B) Body weight. (C) Tumor growth. CD2F1 mice were inoculated with  $1 \times 10^6$  cxC26, cxC26 scr, or cxC26 IL-6 KO pool cells. (D) Growth curves of cxC26, cxC26 scr, and cxC26 IL-6 KO pool cells in vitro.  $n = 3$  per group. Data information: (A, B)  $n = 4$  for per group. (C)  $n = 8$  for cxC26 scr,  $n = 4$  for cxC26 IL6KOp (D)  $n = 3$  for per group. All data (A–D) are shown as the mean  $\pm$  s.d. Significance of the differences: \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$  between groups by one-way ANOVA. ns not significant.

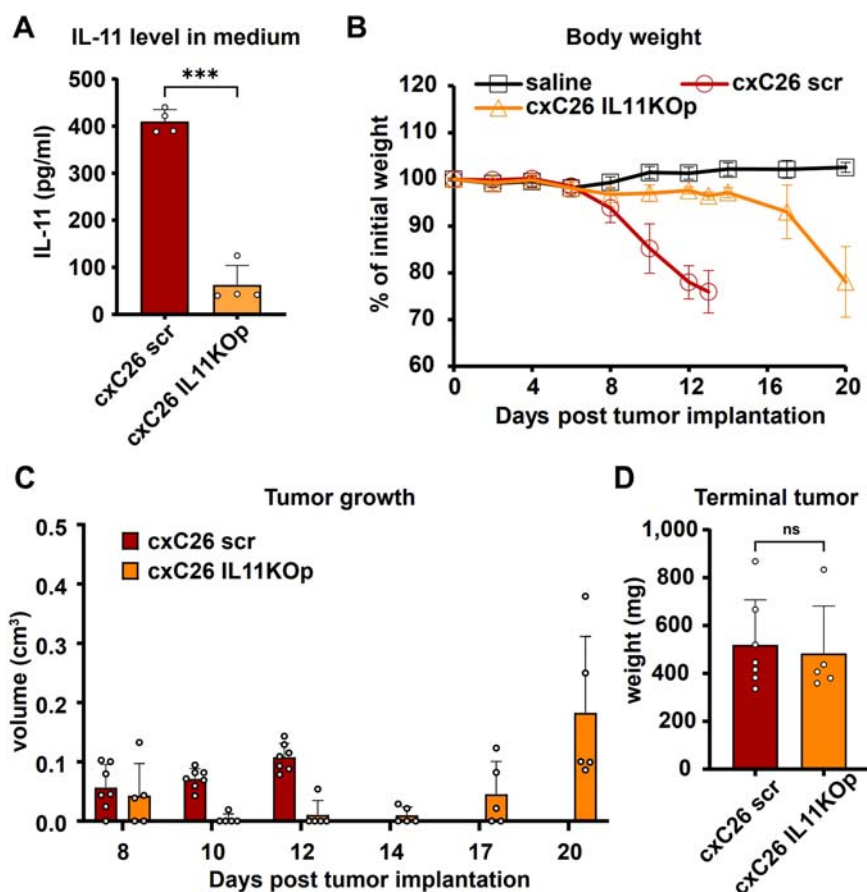

**Figure EV3. Characterization of *IL-11* knockout in cxC26 cells.**

(A) Levels of IL-11 in conditioned media of cxC26 scr and cxC26 IL-11 knockout pool (KOp). (B) Body weight. (C) Tumor growth. (D) Tumor mass at the terminal time point. CD2F1 mice were injected with saline or inoculated with  $1 \times 10^6$  cxC26 scr or cxC26 IL-11 KOp cells. Data information: All data (A–D) are shown as the mean  $\pm$  s.d. Significance of the differences: \*\*\* $P < 0.001$  between groups by Student's *t*-test. ns not significant.  $n = 5$  for saline,  $n = 7$  for cxC26 scr,  $n = 5$  for cxC26 IL-11 KOp.

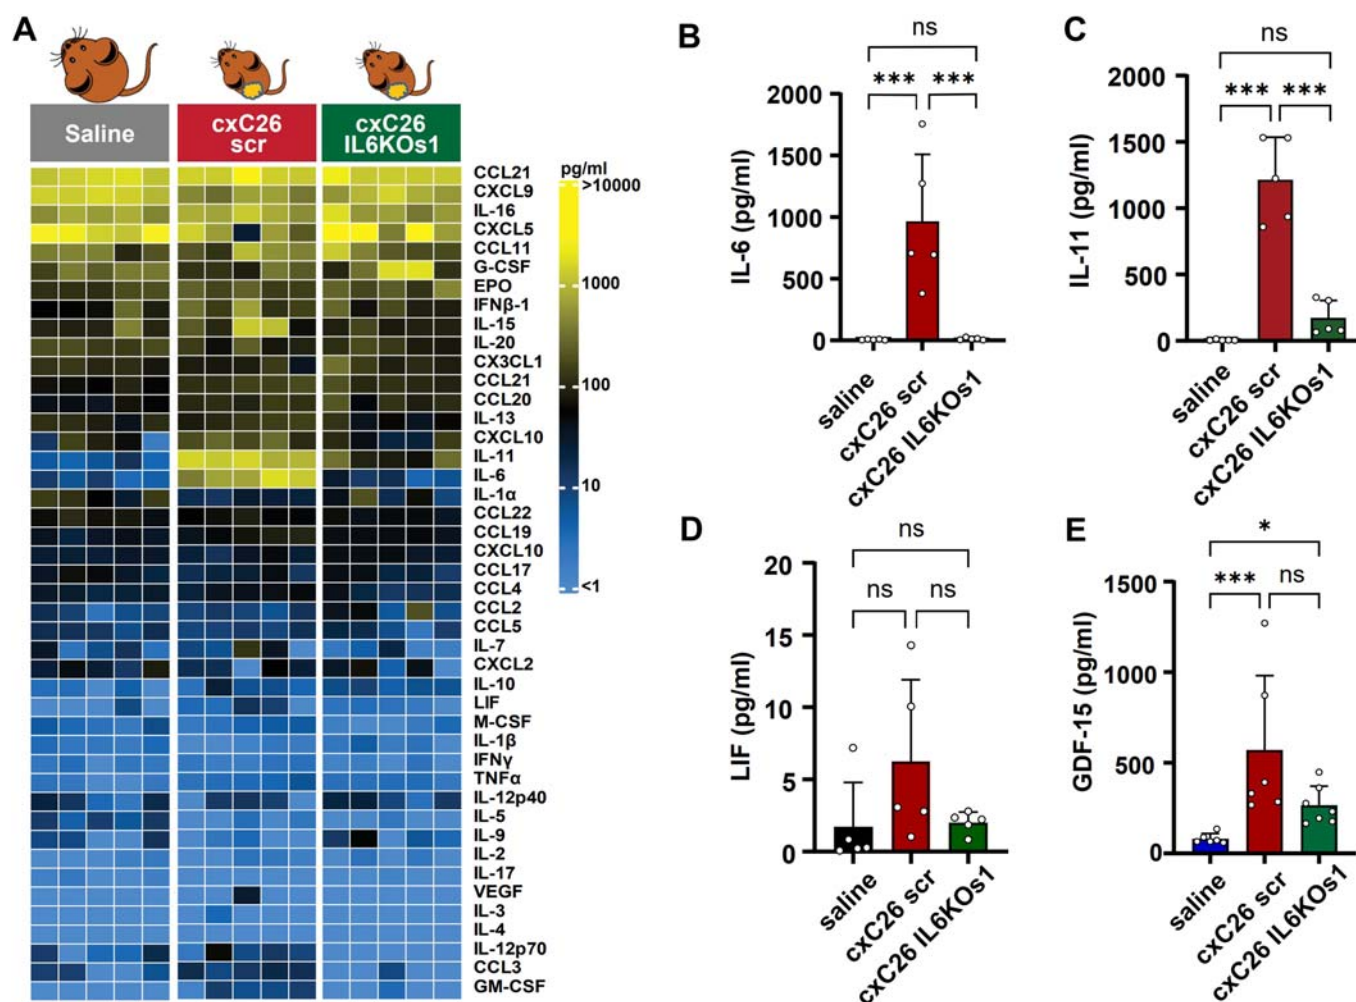

**Figure EV4. Circulating cytokine profile in mice bearing the cx26 IL-6 KO tumor.**

CD2F1 mice were injected with saline or inoculated with  $1 \times 10^6$  cx26 scr or  $1 \times 10^7$  cx26 IL-6 KO s1 cells. (A) Heatmap for circulating cytokine levels and concentration of circulating (B) IL-6, (C) IL-11, and (D) LIF at the terminal time point. (E) Circulating GDF-15 concentration at the terminal time point. Data information: (A–D)  $n = 5$  per group. (E)  $n = 6$  for saline and cx26 scr,  $n = 7$  for cx26 IL-6 KO s1. (B–E) are shown as the mean  $\pm$  s.d. Significance of the differences: \* $P < 0.05$ , \*\*\* $P < 0.001$  between groups by one-way ANOVA. ns not significant.

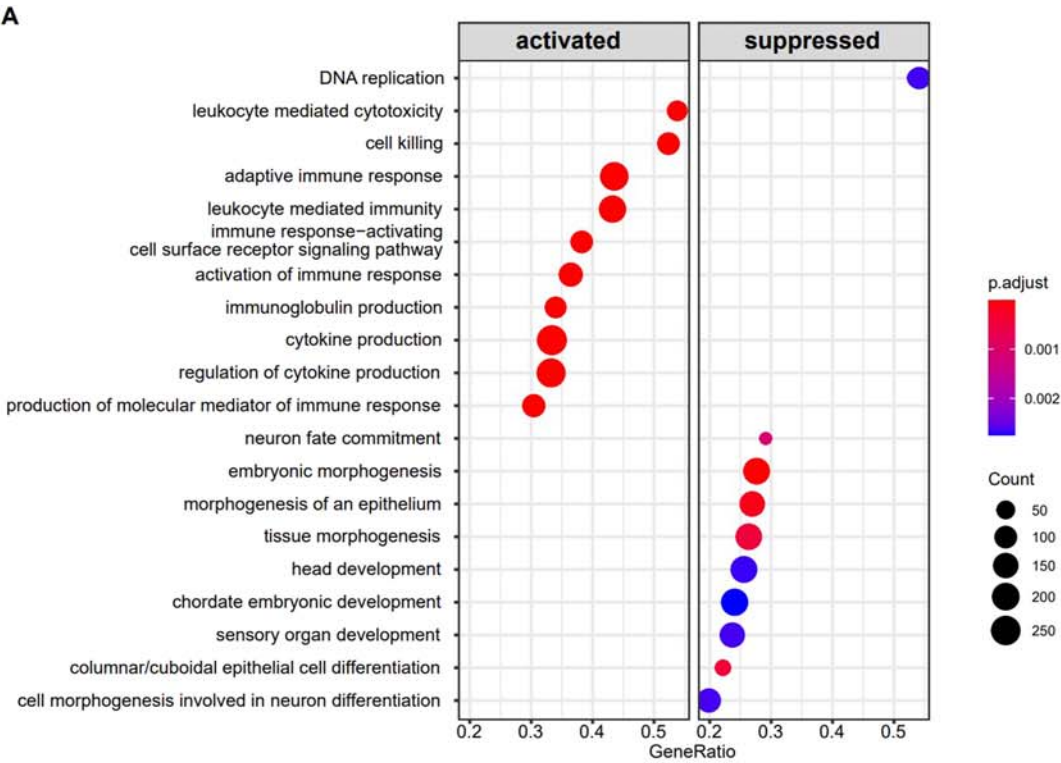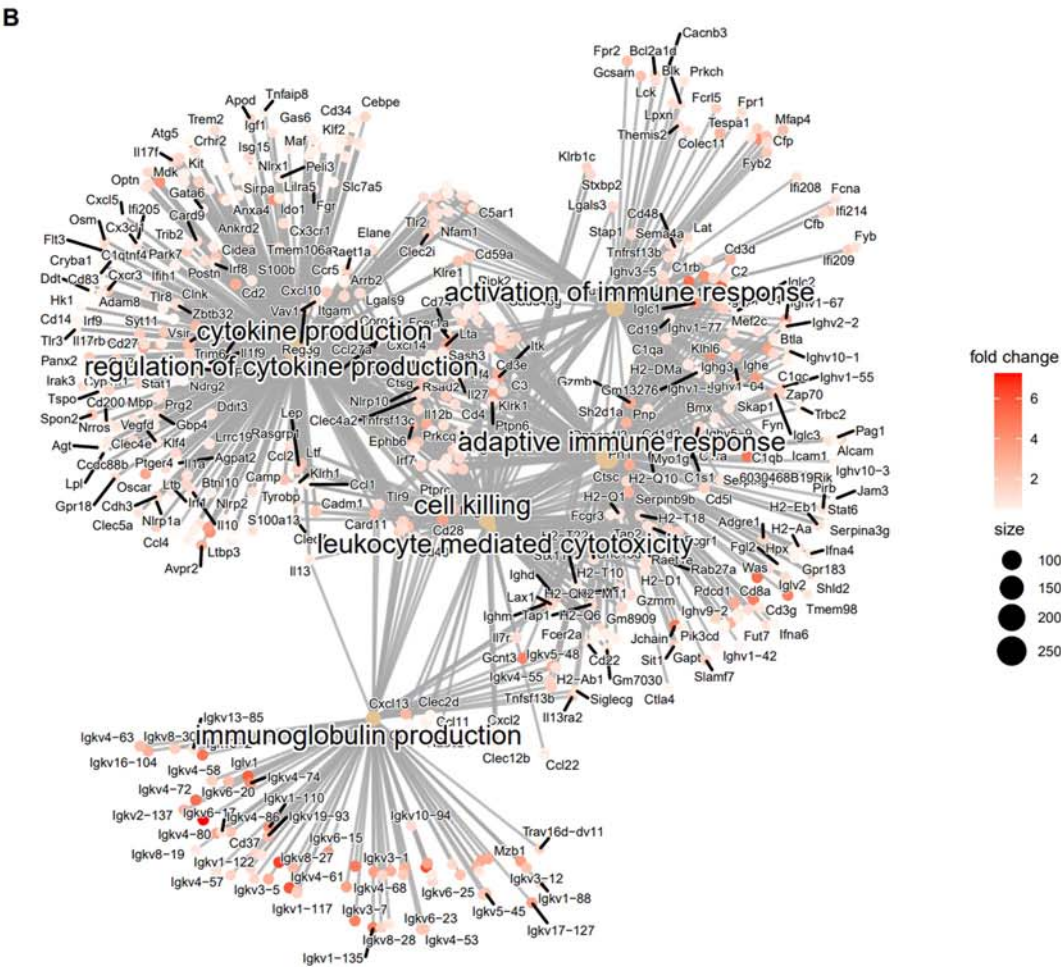

**Figure EV5. Alteration of gene expression by disruption of IL-6 in the cxC26 tumor.**

(A) Elevated and suppressed biological processes in the cxC26 IL-6 KO s1 tumor compared to the cxC26 scr tumor. (B) Network plot of the terms that are the most significantly changed biological processes in the cxC26 IL-6 KO s1 tumor. ClusterProfiler was used for calculating GeneRatio and adjusted *p* value (FDR) for identifying the significantly changed biological process and drawing the RNA-seq data. *n* = 4 for cxC26 scr and cxC26 IL-6 KO s1.

How the deposited data were processed for this re-analysis (not part of the article)

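RNA sequencing was available for 8 tumors from mice, 4 from cxC26 scr cells and 4 from cxC26 IL-6 KO s1 cells. Samples were assigned to groups and replicates by their titles, which name the cell line and a replicate number from 1 to 4. The replicate numbers are shared between the groups, but the tumors with the same number came from different mice.
The authors trimmed the paired 150 bp reads with Trimmomatic, aligned them to mm10 with Hisat2, counted them on genes with featureCounts and deposited log2 CPM (read counts scaled to library size) from limma-voom for each gene and tumor. Tool versions, the gene annotation and the strand setting are not named in the paper's text. The log2 values hold an offset of 0.5 reads in the numerator and of 1 read in the library size. Whole reads were recovered by inverting this transformation at each sample's lowest value, and they gave the totals per tumor, between 14158989 and 17048062 reads, with a median of 15384974. These totals set the precision of low genes. Where every tumor of a group had 3 reads or fewer, a fold change was computed against 3 reads and is a lower bound.
Differential expression was computed in R 4.3.3 with limma 3.58.1 (lmFit, then eBayes with a mean-variance trend) on the deposited log2 values of the 13262 genes with at least 1 CPM in at least 4 of the 8 tumors, without covariates. P-values were adjusted by the Benjamini-Hochberg method and the threshold was 0.05. Single values and set scores were also compared by two-sided exact permutation tests over all splits of the 8 tumors. Marker gene sets, 26 in number and written in advance, were tested with limma's camera at a preset inter-gene correlation of 0.01 where at least 3 genes were tested. Mouse Reactome pathways of 10 to 500 genes, as supplied with fgsea 1.28.0, were tested by preranked enrichment on the log2 fold change. The paper used clusterProfiler with Gene Ontology processes and the Appendix Fig. S6 legend names a Student test with FDR correction, whereas moderated limma statistics were used here. Gene positions were taken from the RefSeq annotation of GRCm38.p6, which matched 13001 of the 13262 tested genes by gene identifier. GC content and transcript length came from the longest GENCODE M21 transcript of each gene and were known for 93.6% of the tested genes.
The methods were tested on simulated data, with reads drawn from the real means and library sizes. With 200 genes changed by 2 on the log2 scale, 193 of the 197 that passed the filter were recovered among 13266 tested genes, and 15 of the 208 calls were genes that had not been changed. With no gene changed, 0 of 13270 tested genes were called. A marker set and a Reactome pathway raised by 1 on the log2 scale were both called. Beside them, 1 of 22 other marker sets and 4 of 754 other pathways were called, some of which can share genes with the raised ones. Each gene was drawn independently, so the simulated sets held no correlation between genes beyond the changes put in. These counts therefore do not show how often sets or pathways are called falsely in the real data. A chromosome raised by 0.3 had a median of 0.291.
Genes named individually were chosen by a rule set in advance. They are the factors and flow cytometry markers that the paper names, the IL-6 family and its receptors, the 5 largest increases and the 5 largest decreases with an adjusted p-value under 0.05, a mean of at least 3 log2 CPM and no overlap between groups, the 3 genes of Fig. EV5B with the largest increase under the same conditions, and up to 2 genes of highest expression in each marker set reported. Some genes chosen by this rule are not reported here.
The alternatives tried were no filter on low expression, a stricter filter of a mean of at least 3 log2 CPM, quantile normalization, re-centring of each sample by its median, the replicate number as a block, each tumor left out in turn, a variance without trend or without moderation, precision weights from limma-voom on the recovered reads, a pseudocount of 1 CPM, a 2-fold threshold, an estimated inter-gene correlation, an exact permutation test of set scores, ranking by the moderated statistic, camera for Reactome pathways, and the removal of immunoglobulin and T-cell receptor segment genes. A removal of regional medians and a correction for GC content and transcript length were added after the data had been seen. Tests for counts had been listed as alternatives and were not run. Body weight, flow cytometry and cytokine measurements were not analysed here.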

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

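The tests of library size, of counting error in Il6, and of the Y-linked, osteoclast and mast cell genes against random lists were chosen only after the values they rest on had been seen. The osteoclast and mast cell lists were written after Acp5, Ctsk, Mmp9 and Mcpt2 had been seen to rise and before their own scores were computed. Samples far from the rest of their group were sought in 136 groups of 4 tumors, by comparing the gap to the nearest tumor with the range of the group (Dixon's critical value at the 95% level). There were 10 such groups where about 6.8 are given by chance, and several of them are not independent, since 6 come from immune genes or sets of the same tumor.
The first cxC26 IL-6 KO s1 tumor was far above the other 3 in MHC class II genes (score 6.81 against 3.37 to 3.83), MHC class I presentation (8.04 against 6.60 to 6.73), cytotoxic lymphocyte genes (2.33 against 0.85 to 1.06), complement (5.56 against 4.72 to 4.84), Gbp4 (7.60 log2 CPM against 3.08 to 3.81) and Lck (2.51 against 1.17 to 1.25). It was far below them in Mcpt2 (3.37 against 6.19 to 6.48). Inclusion of lymph node tissue was tested with a list of 7 lymph node genes. Their score had a largest gap of 0.222 of the range, under the critical value. Only 1 of the 7 genes passed the filter, and Glycam1, Ccl21a and Ccl19 had 10, 2 and 0 reads over the 8 tumors, so the score rests on few reads. A difference in library size was tested on the read totals, where the largest gap was 0.347 of the range. With 64 Il6 reads this tumor was as low as the others of its group, so a swap with a cxC26 scr tumor does not account for it. Neither test gives a technical source, but other mixtures of cells were not tested, and no condition separates this tumor from the other 3, so no biological explanation was tested.
Il6 was higher in the third cxC26 IL-6 KO s1 tumor, at 2.46 log2 CPM against 1.99 to 2.04 in the other 3. Counting error alone would give its 86 reads with a two-sided exact binomial p of 0.0139 against the other 3, but this tumor was picked out among 136 groups, of which chance gives about 6.8. No condition separates this tumor from the others. Adgre1 was low in the first cxC26 scr tumor (4.76 log2 CPM against 5.19 to 5.26) and Ctf1 was high in the fourth cxC26 scr tumor (3.11 against 2.68 to 2.70). For these last 2, no explanation was tested beyond the number of such gaps that chance gives.
Many genes of the same chromosome were shifted in one direction in the cxC26 IL-6 KO s1 tumors, which the paper does not report. The range of the chromosome medians of the log2 fold change was 0.67 over 20 chromosomes. The median was -0.34 on chromosome 1, -0.27 on chromosome 7 and -0.24 on chromosome 5, and it was 0.32 on chromosome 10 and 0.33 on chromosome 19. On chromosome 5 the shift covered only parts of the chromosome. The medians of its 3 windows of 10 Mb from 100000001 to 130000000 were 0.02, 0.06 and -0.04, and those of its other windows with at least 25 tested genes were between -0.47 and -0.24. On chromosome 1, 75.3% of 758 tested genes were lower, with 384 lower and 86 higher at an adjusted p-value under 0.05 from limma, whereas on chromosome 19 16.6% of 470 genes were lower. Each of the 4 cxC26 IL-6 KO s1 tumors showed the shifts of chromosomes 1 and 19 (from -0.37 to -0.29 on chromosome 1, and from 0.31 to 0.36 on chromosome 19), and the cxC26 scr tumors stayed between -0.02 and 0.04 of their own mean on these chromosomes. After a correction for GC content and transcript length the range was 0.63. Without the Reactome Immune System genes, the marker genes and the genes changed at least 2-fold, it was 0.64. Neither of these explanations therefore accounts for the shift. Of the 8 splits of the tumors that part all same-numbered pairs, 1, the real one, gave a range as large, and the other 7 reached 0.34. With 8 splits the share cannot fall below 0.125, so this count by itself cannot rule out chance. Over all 35 splits 1 gave as large a range and the highest of the others was 0.38. Medians of 10 Mb windows on the same chromosome that lay at least 20 Mb apart had a correlation of 0.734 across windows, above 100% of 10000 shuffles of the windows. Windows are not independent replicates. A candidate explanation is a difference in the dosage of chromosomes or parts of them between the single subclone and the cxC26 scr cells. DNA was not analysed here, so this remains a hypothesis, and an effect of the subclone cannot be told apart from an effect of IL-6 in this design.
Aldh3a1 (log2 fold change 5.66), Mcpt2 (4.19) and Acp5 (3.49) rose strongly and are not discussed by the paper. Acp5 was singled out after its values were seen. For Aldh3a1, with an adjusted p of 1.78e-07 from limma and no overlap between the groups, no technical or biological explanation was tested. For Acp5, Ctsk and Mmp9, osteoclast-like cells were tested with 12 other osteoclast genes, 11 of which passed the filter. Their score was 1.67 higher in the cxC26 IL-6 KO s1 tumors, without overlap (two-sided exact permutation test, p = 0.0286), and 7 of them were higher at an adjusted p-value under 0.05 from limma, while Nfatc1, Tnfrsf11a, Clcn7 and Src were not. The median log2 fold change of the list was at the 99.9th percentile of 10000 random lists matched on mean expression. For Mcpt2, mast cells were tested with 10 other mast cell genes, 7 of which passed the filter. Their score was 2.61 higher, without overlap (two-sided exact permutation test, p = 0.0286), all 7 were higher at an adjusted p-value under 0.05 from limma, and the list was above 100% of the random lists. The mast cell score was 2.56 in the first cxC26 IL-6 KO s1 tumor and between 4.5 and 4.58 in the other 3. More osteoclast-like cells and mast cells may therefore be present in these tumors. This is a hypothesis, since macrophages or the tumor cells themselves could express some of these genes, and the scores of 1.67 and 2.61 do not separate these sources. The paper's text does not name the day of collection of the sequenced tumors. In the paper's Fig. 5 the IL-6 KO s1 tumors reached the terminal phase later than cxC26 tumors, and an effect of tumor age was not tested.
The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had a median log2 fold change of 0.83. Their score was 0.79 higher in the cxC26 IL-6 KO s1 tumors, without overlap (two-sided exact permutation test, p = 0.0286), and Ddx3y, Eif2s3y and Uty were higher with adjusted p-values of 0.00417, 0.00553 and 0.00615 from limma, while Kdm5d was not (0.243). The median was at the 95.4th percentile of 10000 random lists of 4 genes matched on mean expression, within the middle 95%, so by this measure the list is not set apart from random lists. Those lists were drawn from the tested genes, of which 5277 of 13262 changed at an adjusted p-value under 0.05 from limma. The percentile therefore does not test whether the Y-linked genes rose. The paper's mice were male, so host cells can carry these genes, and the share of reads from host cells was not measured. No biological explanation was tested.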

How the results depend on the processing

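The alternatives were set before the data were examined, except the removal of regional medians and the correction for GC content and transcript length, which were chosen after the data had been seen. Il6, Lif and Il11 were lower with an adjusted p-value under 0.05 from limma under each of the 19 alternatives run for them. The log2 fold change ranged from -2.56 to -2.09 for Il6 (adjusted p from 1.34e-06 to 0.000887), from -1.41 to -1 for Lif (9.17e-05 to 0.0102) and from -3.86 to -3.35 for Il11 (1.97e-07 to 0.000947), and the highest adjusted p in each case came from a variance without moderation. Across the 8 fits that each left out one tumor, the log2 fold change ranged from -2.56 to -2.36 for Il6, from -1.41 to -1.12 for Lif and from -3.86 to -3.49 for Il11.
The numbers of higher and lower genes stayed within 1.5 times the main numbers of 2529 and 2748 except with a threshold of 2-fold, which left 829 and 521. Across the 8 fits that each left out one tumor there were from 2023 to 2540 higher genes and from 2193 to 2674 lower genes. After the removal of regional medians there were 2033 higher and 1929 lower genes, of which 1724 and 1619 were the same genes as before, and 3 genes changed direction while passing the threshold both times. The number of Fig. EV5B genes that were higher was 151, and 88 with the stricter filter, which left 96 of them to test. It stayed within 1.5 times the main number in the other alternatives, the 8 fits that each left out one tumor included.
The marker gene sets depended on how the correlation between genes was treated. In place of 8 higher sets, there were 5 with the stricter filter, 0 with an inter-gene correlation estimated from the data and 0 with the exact permutation test. In the exact permutation test 12 of the 22 sets, 9 higher and 3 lower, were at 0.0286, the smallest p that 4 tumors against 4 allow, and their adjusted p was 0.0524. With the estimated correlation 2 higher sets and 0 lower ones were at an unadjusted p-value under 0.05. The number of lower sets was 0, with 3 at an unadjusted p-value under 0.05, but it was 3 without a filter, 1 with the stricter filter, 1 after the removal of regional medians and 2 after the correction for GC content and length. Across the 8 fits that each left out one tumor, 8 to 10 sets were higher and 0 to 3 lower. The causes were not tested.
For Reactome pathways, camera called 20 higher pathways in place of 32, 13 immune ones in place of 20, and 2 lower ones in place of 6. The number of lower pathways was 3 without a filter, 12 with ranking by the moderated statistic and 2 after the correction for GC content and length. Across the 8 fits that each left out one tumor there were from 26 to 34 higher pathways, from 16 to 22 immune ones and from 3 to 6 lower ones. The causes were not tested.
With the replicate number as a block there were 2477 higher and 2688 lower genes, 8 higher marker sets, 32 higher and 6 lower Reactome pathways, and the log2 fold changes were -2.45 for Il6, -1.25 for Lif and -3.69 for Il11. Same-numbered tumors came from different mice, and the correlation of their deviations from the group means was between -0.06 and 0.06, so the numbers do not pair the samples.
Other splits of the tumors were compared with the real one, among the 8 splits that part all same-numbered pairs. For the number of changed genes, 1 of the 8 splits, the real one, gave as many, and the other 7 gave 0, with between 50 and 1347 genes at an unadjusted p-value under 0.05 against 6415 in the real split. The same held for the Fig. EV5B genes (1 of the 8 splits), although their network had been drawn from the same data. The numbers of gene sets called, of any kind and in either direction, were not larger than in other splits. As many marker gene sets changed in 5 of the 8 splits, as many Reactome pathways in 6 of the 8 splits, and as many immune Reactome pathways in one direction in 6 of the 8 splits. The share among 8 splits cannot fall below 0.125, so none of these counts can rule out chance by itself. The other 27 splits, which leave some same-numbered pairs together, included as many changed marker sets in enough cases to make 16 of all 35 splits, as many Reactome pathways in 25 of 35 and as many immune pathways in 21 of 35, and none of them gave a gene with an adjusted p-value under 0.05 (39 to 1778 genes at an unadjusted p-value under 0.05 over all splits but the real one). Of the 7 other splits that part all same-numbered pairs, 4 keep 3 of the 4 tumors of each group together and so hold part of the real difference. In the 3 that mix the groups evenly, 6, 7 and 12 marker sets and 38, 22 and 43 Reactome pathways were called. The number of gene sets called therefore does not set the real grouping apart from others, and the cause was not tested. These counts do not say whether the same sets were called. The scores of 12 of the 22 marker sets, among them the 8 that were higher, differed more in the real split than in any of the other splits (two-sided exact permutation test, p = 0.0286).
Of the genes named individually, Lifr changed direction without the first cxC26 IL-6 KO s1 tumor (log2 fold change -0.06, in a range from -0.06 to 0.32 across the 8 fits that each left out one tumor) and after the removal of regional medians (-0.06). Clcf1 (-0.17) and Arhgdib (-0.02) also changed direction after the removal of regional medians. None of these passed the threshold under the main setting. Over the genes named individually, the adjusted p moved to over 0.05 in 23 combinations of a gene and an alternative set in advance, in 16 with a tumor left out and in 3 with an added alternative, and to under 0.05 in 1 with a tumor left out and 1 with an added alternative. Gbp4 was under 0.05 in 7 of its 19 alternatives (adjusted p from 0.00212 to 0.171 from limma) and Osm in 11 of 18 (0.0130 to 0.107). Tests for counts had also been listed as alternatives and were not run. The recovered reads were used only with limma-voom. Depth limited Ly6g and Cd3e, which had 3 and 74 reads over the 8 tumors and were below the filter.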

Differences from the paper's values

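None of the group means read from Appendix Fig. S6 differed from the values computed here by more than the spread between tumors. The paper lists DNA replication among the suppressed processes of Fig. EV5A. The 30 DNA replication marker genes had a score difference of -0.15 with an adjusted p of 0.0591 from limma's camera, and the Reactome pathway DNA Replication had a normalized enrichment score of -0.45 with an fgsea adjusted p of 1. Over the 17 alternatives the adjusted p of the marker set ranged from 0.00138 to 0.684 from limma's camera and was under 0.05 in 4 of them. These were no filter on low expression, the fits without the fourth cxC26 scr tumor and without the first cxC26 IL-6 KO s1 tumor, and the correction for GC content and length, which was chosen after seeing the values. The paper marks the decrease of Lif in Appendix Fig. S6 at a weaker level of significance than those of Il6 and Il11. The adjusted p of Lif was 0.000276 from limma, and over its alternatives it ranged from 9.17e-05 to 0.0102, the highest with a variance that was not moderated.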

Other observations

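The test of the regional shift around the cytokine genes and the test of muscle tissue were chosen after the values they rest on had been seen.
The other IL-6 family genes did not share one direction. Osmr, a receptor subunit, had a log2 fold change of -1.26 (standard error 0.116, adjusted p = 1.61e-05 from limma), while Il11ra1 rose by 0.67 (adjusted p = 0.00225 from limma) and Osm by 1.39 (adjusted p = 0.0275 from limma, from 0.0130 to 0.107 over its alternatives), with overlap between the groups. Il6ra rose by 0.48 (adjusted p = 0.0192 from limma, from 0.00341 to 0.0869 over its alternatives). In the annotation Ccl27a overlaps Il11ra1 and Gm46811 overlaps Il6ra. Il6st, Ctf1, Clcf1 and Lifr did not pass the threshold. Gdf15, whose circulating protein the paper measured, had a log2 fold change of 0.33 in the tumors (adjusted p = 0.352 from limma, from 0.0501 to 0.75 over its alternatives). With each tumor left out in turn, the log2 fold change of Gdf15 was between 0.12 and 0.60.
Genes for the surface markers of the paper's flow cytometry were higher in these tumors where they could be tested. Ptprc (CD45) rose by 1.03 (adjusted p = 0.00954 from limma). Over its 19 alternatives the adjusted p of Ptprc ranged from 0.000872 to 0.0726 from limma and was under 0.05 in 18. Adgre1 (F4/80) rose by 1.5 (adjusted p = 5.36e-05 from limma), Itgam (CD11b) by 1.36 (adjusted p = 0.000208) and Cd4 by 1.25 (adjusted p = 0.00953). Cd8a had 3 reads or fewer in each cxC26 scr tumor and was at least 15.1-fold higher in the cxC26 IL-6 KO s1 tumors (adjusted p = 6.84e-05 from limma). In these 5 genes every cxC26 IL-6 KO s1 tumor was above every cxC26 scr tumor. Cd8a had 227 reads and Cd4 215 reads over the 8 tumors. RNA from whole tumors is not a measure of the number of cells.
Because Il6, Lif and Il11 lie in regions whose genes were lower as a group, the median of each gene's 10 Mb window was removed. The log2 fold change kept was 85.4% for Il6, 79.7% for Lif and 90.8% for Il11, so the regional shift alone does not account for the decreases.
Chromosome 14 differed between the tumors of one group. Its median log2 difference from the cxC26 scr mean was 0.29, 0.32, -0.07 and -0.05 in the 4 cxC26 IL-6 KO s1 tumors in order, and between -0.01 and 0.02 in the cxC26 scr tumors. Of the 6 windows of 10 Mb with at least 25 tested genes on this chromosome, 6, 6, 0 and 1 were above 0 in these 4 tumors. On chromosome 16 the medians were 0.15, 0.03, 0.22 and 0.30. These values are given without a test, since the tumors would have been grouped by the values themselves.
The Reactome pathway Striated Muscle Contraction was higher (normalized enrichment score 1.96, fgsea adjusted p = 0.00643), which may come from skeletal muscle next to some of the tumors. The score of 10 muscle genes overlapped between the groups, and its SD within the groups was 1.38 against a difference of 1.34 between them (two-sided exact permutation test, p = 0.286). The margin between these numbers is small. The score was between 0.14 and 3.60 in the cxC26 scr tumors and between 1.53 and 4.81 in the cxC26 IL-6 KO s1 tumors.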
